# Transcriptomically Revealed Oligo-Fucoidan Enhances the Immune System and Protects Hepatocytes via the ASGPR/STAT3/HNF4A Axis

**DOI:** 10.3390/biom10060898

**Published:** 2020-06-12

**Authors:** Chun-Chia Cheng, Wan-Yu Yang, Ming-Chen Hsiao, Kuan-Hao Lin, Hao-Wei Lee, Chiou-Hwa Yuh

**Keywords:** oligo-fucoidan, hepatocyte nuclear factor 4 alpha (HNF4A), hepatocyte

## Abstract

Oligo-fucoidan, a sulfated polysaccharide extracted from brown seaweed, exhibits anti-inflammatory and anti-tumor effects. However, the knowledge concerning the detailed mechanism of oligo-fucoidan on liver cells is obscure. In this study, we investigate the effect of oligo-fucoidan in normal hepatocytes by transcriptomic analysis. Using an oligo-fucoidan oral gavage in wild-type adult zebrafish, we find that oligo-fucoidan pretreatment enhances the immune system and anti-viral genes in hepatocytes. Oligo-fucoidan pretreatment also decreases the expression of lipogenic enzymes and liver fibrosis genes. Using pathway analysis, we identify hepatocyte nuclear factor 4 alpha (HNF4A) to be the potential driver gene. We further investigate whether hepatocyte nuclear factor 4 alpha (HNF4A) could be induced by oligo-fucoidan and the underlying mechanism. Therefore, a normal hepatocyte clone 9 cell as an in vitro model was used. We demonstrate that oligo-fucoidan increases cell viability, Cyp3a4 activity, and Hnf4a expression in clone 9 cells. We further demonstrate that oligo-fucoidan might bind to asialoglycoprotein receptors (ASGPR) in normal hepatocytes through both in vitro and in vivo competition assays. This binding, consequently activating the signal transducer and activator of transcription 3 (STAT3), increases the expression of the P1 isoform of HNF4A. According to our data, we suggest that oligo-fucoidan not only enhances the gene expression associated with anti-viral ability and immunity, but also increases P1-HNF4A levels through ASGPR/STAT3 axis, resulting in protecting hepatocytes.

## 1. Introduction

The liver is the biggest organ in the body, and there are many factors that can cause liver damage and lead to liver diseases [1], which is a progressive process from inflammation, steatohepatitis, fibrosis, and cirrhosis, to eventually liver cancer. Effective and therapeutic means of preventing liver diseases and cancer formation are urgently needed [2]. Oligo-fucoidan (OF), a sulfated polysaccharide extracted from brown seaweed, exhibits anti-cancer and anti-proliferation effects in various cancer types, including liver cancer [3]. Multiple signal transduction pathways are related to its anti-cancer effects, such as mitogen-activated protein kinase (MAPK), extracellular signal-regulated kinase (ERK), phosphatidylinositol 3′-kinase (PI3K), protein kinase B (PKB, AKT), mechanistic target of rapamycin (mTOR), transforming growth factor beta 1 (TGF-beta 1), and small mothers against decapentaplegic (SMAD) [3,4]. In addition, fucoidan enhances the ubiquitin-dependent degradation of transforming growth factor-beta receptors (TGFRs) in lung and breast cancer, also inducing reactive oxygen species (ROS) and C/EBP homologous protein (CHOP) through Toll-like receptor 4 (TLR4) in lung cancer, additionally inhibiting the vascular endothelial growth factor (VEGF) receptor 2 (VEGFR2)/ERK/VEGF signaling pathway in anti-angiogenesis [3].

Besides, fucoidan has been found to prevent CCl4-induced liver fibrosis [5] and attenuate N-nitrosodiethylamine-induced liver fibrosis [6]. However, the mechanism for fucoidan to protect hepatocytes is not clear. A previous study demonstrated that OF is a potential agonist for C-type lectin-like receptor 2 in platelets [7]. Since OF is a mixture containing galactose, we proposed that it could bind to the major surface lectin receptors such as asialoglycoprotein receptors (ASGPR) in hepatocytes [8]. In addition, the galactose exposed by desialylated platelets are recognized by ASGPR in hepatocytes and activates the phosphorylation of STAT3 (pSTAT3) [9]. Therefore, we assumed that OF can bind to ASGPR to activate STAT3 in normal hepatocytes for cyto-protecting effect, since the activation of STAT3 prevents acute liver injury, fatty liver disease, and alcoholic hepatitis [10].

Research on disease mechanisms and the development of new drugs cannot solely rely on in vitro systems, whereas in vivo animal models are also required. Therefore, we investigate and uncover the differential genes in a zebrafish model, because the cost to maintain animals such as mice is significantly higher. Zebrafish is an emerging animal model and has many advantages, such as external fertilization, external development, a short sexual maturation time, a lower cost, and the fact that its genome exhibits 87% homology to the human genome [11,12]. Therefore, zebrafish has become a popular model for studying human diseases [13]. The use of zebrafish as a human disease model has become increasingly common [14]. Zebrafish hepatocellular carcinoma (HCC) models deepen our understanding of cancer formation via genetic, environmental, and metabolic insults [15,16,17,18,19,20,21,22]. Here, we investigate the beneficial effect of OF in hepatocytes and report a new possibility of OF for strengthening the immune system and hepatocellular functions in wild-type zebrafishes. Moreover, we uncover the liver protective effect of OF and reveal the mechanism of binding to the ASGPR, activating STAT3, and upregulating the P1 isoform of hepatocyte nuclear factor 4 alpha (HNF4A) in normal hepatocyte clone 9 cells. 

## 2. Materials and Methods

### 2.1. Oligo-Fucoidan (OF)

The low molecular weight oligo-fucoidan was provided by Hi-Q Marine Biotech International Ltd. (Taipei city, Taiwan). It was extracted from brown seaweed with enzyme hydrolysis to an average molecular weight in a range between 500 and 1500 Da.

### 2.2. Zebrafish Maintenance

The AB zebrafish strain (*Danio rerio*) was obtained from the Zebrafish International Resource Center (ZIRC, Eugene, OR, USA) and used in this study. All experiments were approved by the Institution Animal Care and Use Committee (IACUC) of the National Health Research Institutes (NHRI, protocol number NHRI-IACUC-106118-A).

### 2.3. Oligo-Fucoidan Administration in Adult Wild-Type Zebrafish and Tissue Collection

Oral gavaging was conducted as described previously [23,24]. The fish were anesthetized using MS-222 solution (150 mg/L), and 5 μL of solution was injected slowly into the intestinal tract of adult fish using flexible tubing. Here, five-month-old wild-type fish (*N* = 40) were divided into two groups, either no treatment (mock) or OF administrations via an oral gavage with OF (300 mg/kg) thrice a week for one month. After one month of oral feeding, the fish were sacrificed, and the hepatic tissue was immediately frozen in liquid nitrogen and stored at −80 °C for later RNA isolation and quantitative polymerase chain reaction (qPCR) analysis. Two batches of wild-type fish fed with OF were performed.

### 2.4. Total RNA Isolation and cDNA Synthesis

Total RNA isolation and complementary DNA (cDNA) synthesis was conducted as described previously [25]. The RNA was isolated using a NucleoSpin^®^ RNA kit (Macherey-Nagel, Duren, Germany). The RNA samples were stored at −80 °C. The cDNA was synthesized using an iScriptTM cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). The cDNA was stored at −20 °C for long-term preservation.

### 2.5. GeneTitan^™^ Array for Gene Expression Profiling

ZebGene 1.1 ST Array Plates (Affymetrix, Santa Clara, CA, USA) were used for the whole-genome transcriptome analysis. Transcriptome analysis console (TAC) software (version 4.0.2) (Affymetrix) was used for the data processing including normalization, probe summarization, and data quality control. Guanine cytosine count normalization (GCCN) and signal space transformation (SST) algorithms were used for normalization to adjust CytoScan raw data (CEL files) intensities, allowing inter-platform comparisons. After we used TAC for data interpretation, differentially expressed genes of OF were identified for both the treated and control samples. The expression analysis settings were as follows: gene-level fold change <−2 or >2, gene-level *p*-value <0.05, analysis of variance (ANOVA) method: Ebayes. The raw data of the microarray have been submitted to the National Center for Biotechnology Information (NCBI) gene expression omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession code GSE148324. 

The gene ontology analysis was performed using WebGestalt (WEB-based GEne SeT AnaLysis Toolkit, http://www.webgestalt.org/) and activated pathways were selected and matched according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database.

### 2.6. Quantitative Polymerase Chain Reaction (qPCR)

The qPCR experiments were performed as described previously [25] by using the KAPA SYBR^®^ FAST qPCR Master Mix (Roche, Basel, Switzerland) and ABI Real-Time PCR System. The information for primers used in the qPCR are listed in Table 1.

The analysis of the qPCR results were performed as described previously [25], by normalization to actin as an internal control, and calculated the fold change between wild-type zebrafish with or without oligo-fucoidan feeding. All the experiments were performed three times, each time with triplicated samples. The median and standard deviation were calculated from three sets of qPCR experiments.

### 2.7. Cell Viability and Gene Knockdown

Cell culture condition and cell viability assay were performed as described previously [26]. Cell viability was determined by using WST-1 assay (Water Soluble Tetrazolium Salts) (Takara Bio., Kusatsu, Shiga, Japan) and performed at least three independent batches. The knockdown of *HNF4A* was conducted using a short-hairpin RNA (shRNA) (target sequence: CGAACAGATCCAGTTCATCAA) in the vector pLKO.1-puro using a lentivirus system. The knockdown of ASGPR1 was conducted using two different shRNA (target sequence: GCACCACATAGGCCCTG-TGAA and ACGTGAAGCAGTTCGTGTCTG) in the vector pLKO.1-puro using a lentivirus system. All shRNA were purchased from the National RNAi Core Facility of Academia Sinica (Taipei, Taiwan). 

### 2.8. Western Blots

Western blots analyses were performed as described previously [25] using OF-treated Clone 9 cells, while immunoreactive proteins were detected by an enhanced chemiluminescence kit (Bio-Rad). The specific antibodies against STAT3 (signal transducer and activator of transcription 3), phosphorylated STAT3 (pSTAT3), HNF4A (hepatocyte nuclear factor 4, alpha), and GAPDH (glyceraldehyde 3-phosphate dehydrogenase) were purchased from Cell Signaling Technology, Inc. (Danvers, MA, USA).

### 2.9. Flow Cytometry for In Vitro Completion Assay

Clone 9 cells were trypsinized from the culture plates. Detached cells were rinsed with phosphate-buffered saline (PBS) and underwent 300 g centrifugation for 5 min totally thrice. Then, the cells were immersed into a staining buffer for 1 h at room temperature. The staining buffer was composed of fluorescein isothiocyanate-conjugated asialofetuin (ASF-FITC) with 1 mg/mL of OF or PBS, respectively. Subsequently, discarding the staining buffer, the cells were washed with PBS and centrifuged at 300 g for 5 min, totally thrice. Then, cells were resuspended into 1 mL of PBS and were analyzed by a FACSCalibur Flow Cytometer (Becton, Dickinson and Company (BD), Franklin Lakes, NJ, USA).

### 2.10. Asialoglycoprotein Receptor (ASGPR) Nuclear Imaging for In Vivo Competition Assay

The in vivo competition assay was performed as described previously [26]. Adult Bagg albino strain c (BALB/c) mice were purchased from the National Laboratory Animal Center and kept in clean conventional conditions. The animals were fed ad libitum. The ^68^Ga-NOTA-HL (^68^Ga-2,2’,2’’-(1,4,7-triazonane-1,4,7-triyl) triacetic acid-hexavalent lactoside) was synthesized by the Institute of Nuclear Energy Research (Atomic Energy Council, Yonghe Dist., New Taipei City, Taiwan) and was capable of binding to ASGPR in the body [27], which could be considered as the ligand for ASGPR. To confirm whether OF binds to ASGPR on hepatocytes in vivo, 100 mg OF and PBS was administrated respectively 1 h prior to the ^68^Ga-NOTA-HL intravenous injection. The injection dose of ^68^Ga-NOTA-HL was 200 ± 20 μCi. The in vivo competition studies were approved by the ethical review committee of the Institute of Nuclear Energy Research.

### 2.11. Measurement of CYP3A4 activity

The OF-treated and BBI608-treated clone 9 cells were collected respectively, and a commercial kit was used to measure CYP3A4 activity (BioVision, Inc., Milpitas, CA, USA). In brief, the assay utilizes a non-fluorescent CYP3A4 substrate that is converted into a fluorescent metabolite detected in the visible range (Ex/Em = 535/587 nm). The CYP3A4 activity was presented by percentage whereas the cells without treatment was set as 100%.

### 2.12. Statistical Analysis

The statistical analyses of the current study were all performed by GraphPad Prism v8.02 (GraphPad Software, Inc., San Diego, CA, USA). Here, *p*-values <0.05 were considered to be statistically significant and are presented as follows herein: *0.01 < *p* ≤ 0.05; **0.001 < *p* ≤ 0.01; ***0.0001 < *p* ≤ 0.001; ****p ≤ 0.0001.

## 3. Results

### 3.1. Oligo-Fucoidan Increases Immune System and Downregulates Lipogenic and Fibrosis-Associated Genes

To observe the effect of OF on wild-type zebrafish, we administered OF (300 mg/kg) orally to five-month-old wild-type fish thrice a week in a one–month period. Then, liver tissue was excised for RNA extraction and cDNA synthesis. In order to explore OF-mediated gene expression in hepatocytes, the whole-genome expression profiles were analyzed by a GeneTitan array. 

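Liver RNA from 8 adult wild-type zebrafish was hybridised to GeneTitan arrays of the ZebGene 1.1 ST design, whose probes are summarised into transcript clusters, each standing for a gene or a part of one. Each of 2 batches, run at different times, held 2 fish given oligo-fucoidan (OF), a low molecular weight extract of brown seaweed, and 2 control fish, so that 4 OF arrays and 4 control arrays were compared. OF was given by mouth at 300 mg/kg, 3 times a week for 1 month. The age of the fish is given as 5 months at the start in the methods, as 4 months in the discussion and as 6 months in the sample labels. The authors normalized the arrays in the Transcriptome Analysis Console, with a correction for GC content and a signal space transformation, and deposited a log2 signal for each cluster on each array. The median log2 signal of an array was 2.10 to 2.13 in batch 1 and 2.54 to 2.63 in batch 2, and 15.6% to 17.0% of the clusters in batch 1 and 23.4% to 24.6% in batch 2 lay above a signal of 5. Replicate arrays of a group in a batch correlated at r = 0.929 to 0.964 across clusters. With 2 fish per group in each batch, the number of arrays limits the precision of every value. The 59300 clusters that are not control sequences were tested with limma, over all 8 arrays with batch as a term and within each batch alone. The thresholds of the methods, a fold change over 2 and an unadjusted p under 0.05, were used within batches, and p-values were also adjusted by the Benjamini-Hochberg method. A gene with several clusters is given by the cluster with the highest mean signal. Changes are log2 signals with OF minus those of controls, with the standard error of the fit over all 8 arrays. The genome build of the clusters is not given in the sources used here, so no positions are printed.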

Comparing two batches of OF-fed wild-type fish, we identified 124 genes that were upregulated at least two-fold with a *p*-value less than 0.05 (Figure 1A). 

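Among the genes with higher signals after OF in both batches were *cntrl*, which encodes the centrosomal protein centriolin, *btc*, the epidermal growth factor receptor ligand betacellulin, and *pim1*, a serine/threonine kinase. The change of *cntrl* over all 8 arrays was 1.37 (standard error 0.14), with 1.23 in batch 1 and 1.51 in batch 2. The change of *btc* was 1.78 (standard error 0.32) and that of *pim1* 1.53 (standard error 0.31). *atp8a1*, a phospholipid flippase, changed by 1.08 (standard error 0.22) and the protease gene *capn5a* by 1.22 (standard error 0.25), but another cluster of *atp8a1* had a change of −0.09. At the thresholds of the methods, 1933 clusters were higher with OF in batch 1 and 1514 in batch 2, and 26 of them were shared, 23 with a gene symbol. The count of batch 1 was 1110 without batch 1 control replicate 2 and 4443 without batch 1 OF replicate 2, and that of batch 2 was 3500 without batch 2 OF replicate 1. Lists of these sizes drawn independently would share 49.4 clusters (two-sided Fisher's exact test, p = 0.000304, over clusters that are not independent of each other). With the fold threshold alone, 3459 and 2527 clusters were higher and 119 were shared, against 147 expected. Over both batches together, 0 clusters were higher at an adjusted p under 0.05 in limma (lowest adjusted p = 0.955, also the value of the 5 genes above), and 1224 were higher at an unadjusted p under 0.05. With the 1438 lower clusters these were 2662, fewer than the 2965 that this threshold gives if nothing changed. This fit counts a change with OF that differs between the batches as spread, which raises its p-values. In the limma test of that difference 8479 clusters passed an unadjusted p under 0.05. The low count is therefore no evidence that nothing changed within a batch. The shared count was 40 without batch 1 control replicate 2, 52 and 56 without batch 1 OF replicate 1 or 2, and 49 and 84 without batch 2 OF replicate 1 or 2. It was 0 at an adjusted p under 0.05 in each batch.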

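Genes of immune system development and hematopoiesis moved in different directions with OF. Of 52 measured genes in a list written before the data were examined, 25 had a higher and 27 a lower mean signal over both batches, and none passed an adjusted p under 0.05 over all clusters. Adjusted over the list alone, 1 gene was higher, *tle3b*, a transcriptional corepressor of the Groucho family, and 1 was lower, *jak2a*, a Janus kinase of cytokine receptor signaling. The list holds *notch1a*, *il7r* and *tle3b*, which the paper picked as higher on these same arrays. The call of *tle3b* is therefore not independent evidence. The change of *jak2a* was −0.80 (standard error 0.14). The receptor gene *notch3* had a change of 0.56 (standard error 0.16) and the homeobox gene *meis1b* of 0.59 (standard error 0.25). As a group the list did not pass over both batches (limma camera, adjusted p = 0.935, median change −0.04 and mean change 0.03). Within batch 1 it was lower (adjusted p = 0.0166) and within batch 2 higher (adjusted p = 0.00292), and the difference between the batches had an adjusted p = 0.000723, or an adjusted p = 0.441 with an estimated correlation. The values within the batches were adjusted p = 0.512 and 0.773 with an estimated correlation. With so few arrays the test with an estimated correlation has little power, so a list that does not pass it is left undecided. Without batch 1 control replicate 1 the list was higher over both batches (adjusted p = 0.0403, and adjusted p = 0.735 with an estimated correlation). By the thresholds of the methods, 2 of its genes were higher and 4 lower in batch 1, and 6 were higher and 0 lower in batch 2. Markers of erythrocytes had a median change of −1.67 in batch 1 and 1.33 in batch 2 over 13 genes (adjusted p = 7.15e-06 for the difference, and adjusted p = 0.441 with an estimated correlation). *hbba2*, an adult beta globin, changed by −5.61 in batch 1 and 1.96 in batch 2. Over both batches the erythrocyte list had an adjusted p = 0.169, but it was lower without batch 2 control replicate 1 (adjusted p = 0.0399), batch 2 control replicate 2 (adjusted p = 0.0428) or batch 2 OF replicate 2 (adjusted p = 0.00204). These values were adjusted p = 0.74, 0.828 and 0.473 with an estimated correlation.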

The gene ontology analysis revealed that those upregulated genes were involved in immune system development (Figure 1B). Especially, *notch1a*, interleukin 7 receptor (*il7r*), interleukin-1 receptor-associated kinase 3 (*irak3*), cytochrome P450, family 2, subfamily R, polypeptide 1 (*cyp2r1*), TLE family member 3, transcriptional corepressor b (*tle3b*), and PTTG1 interacting protein B (*pttg1ipb*) were upregulated by OF treatment in the wild-type fish. 

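*tle3b* had a higher signal on both OF arrays than on both control arrays in each batch, with a change of 1.38 (standard error 0.28) over all arrays, 1.42 in batch 1 and 1.34 in batch 2. The change of *pttg1ipb* was 2.25 (standard error 0.66), with 2.93 in batch 1 and 1.57 in batch 2. *cyp2r1* encodes a vitamin D 25-hydroxylase and changed by 1.63 (standard error 0.70), with 1.00 in batch 1 and 2.25 in batch 2. The interleukin receptor gene *il7r*, which is needed for lymphocyte development, had a change of 1.92 (standard error 1.09). Its signals in batch 1 were 3.89 and 2.81 in controls and 2.23 and 7.67 with OF, and in batch 2 they were 1.67 and 2.02 in controls and 3.40 and 4.77 with OF. *irak3* encodes a kinase family member that dampens Toll-like receptor signaling, and its change was 1.12 (standard error 0.52). In batch 1 its signals were 3.51 and 2.38 in controls and 3.06 and 4.98 with OF. *notch1a* changed by 0.65 (standard error 0.28), with 0.92 in batch 1 and 0.38 in batch 2, and its other clusters changed by 0.08 to 1.08. By their brightest clusters, *tle3b* passed the thresholds of the methods in both batches, *pttg1ipb* in batch 1, *il7r* and *cyp2r1* in batch 2, and *irak3* and *notch1a* in neither. The other clusters of *tle3b* changed by 0.88 and 0.55 and passed in neither batch, whereas a cluster of *notch1a* with a change of 1.54 passed in batch 1 and another with 1.01 in batch 2. By the brightest cluster, each of these 6 genes had an adjusted p = 0.955 in limma over all arrays.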

Interestingly, we found the anti-viral gatekeeper *mxf* [28] and hepcidin, the host defense multiple microbial, *hamp,* in zebrafish [29], were also upregulated. 

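The interferon-induced GTPase gene *mxf* had signals of 4.79 and 2.16 in controls and 4.01 and 5.91 with OF in batch 1, and of 2.46 and 2.87 in controls and 2.72 and 5.61 with OF in batch 2. Its change was 1.49 (standard error 0.83), with 1.48 in batch 1 and 1.50 in batch 2. *hamp* encodes hepcidin, a liver peptide that limits iron export, and changed by 1.84 (standard error 1.14). In batch 1 it changed by 1.31 and passed the thresholds of the methods, whereas in batch 2 its OF signals were 3.84 and 9.37 against 5.21 and 3.24 in controls. Both genes had an adjusted p = 0.955 in limma. Over both batches, of 42 genes of interferon and antiviral defence, 29 had a higher and 13 a lower mean signal. None passed an adjusted p under 0.05 there, over all clusters or adjusted over the list alone. In batch 2 alone 1 was higher when adjusted over the list. The list as a whole did not pass over both batches (camera, adjusted p = 0.12). It was lower in batch 1 (adjusted p = 0.0194) and higher in batch 2 (adjusted p = 1.82e-05), a difference with an adjusted p = 4.27e-05, or an adjusted p = 0.473 with an estimated correlation. With an estimated correlation the batches had an adjusted p = 0.512 and 0.773. Over both batches the list was higher without batch 1 control replicate 1 (adjusted p = 0.000474) or batch 1 OF replicate 1 (adjusted p = 0.003), with an adjusted p = 0.735 and 0.865 with an estimated correlation. It was also higher with the mean of the estrogen-responsive genes as a covariate, a setting chosen after the values were seen (adjusted p = 0.000316, and adjusted p = 0.466 with an estimated correlation). *ifit8*, an interferon-induced gene, changed by 0.05 in batch 1 and 2.02 in batch 2. Of 30 antimicrobial and acute phase genes, 22 had a higher and 8 a lower mean signal, none when adjusted over the list alone, and the list rose as a group (camera, adjusted p = 0.00273), with an adjusted p = 0.647 with an estimated correlation. It was higher in batch 2 (adjusted p = 0.0279, and adjusted p = 0.773 with an estimated correlation), without a difference between the batches that passed (adjusted p = 0.456). *nfkbiaa*, an inhibitor of NF-kB, changed by 1.52 (standard error 0.38) and the chemokine gene *cxcl18b* by 1.30 (standard error 0.36). The list holds *hamp* and *irak3*, and its adjusted p was 0.0671 without batch 1 OF replicate 2.

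**Figure D1:**
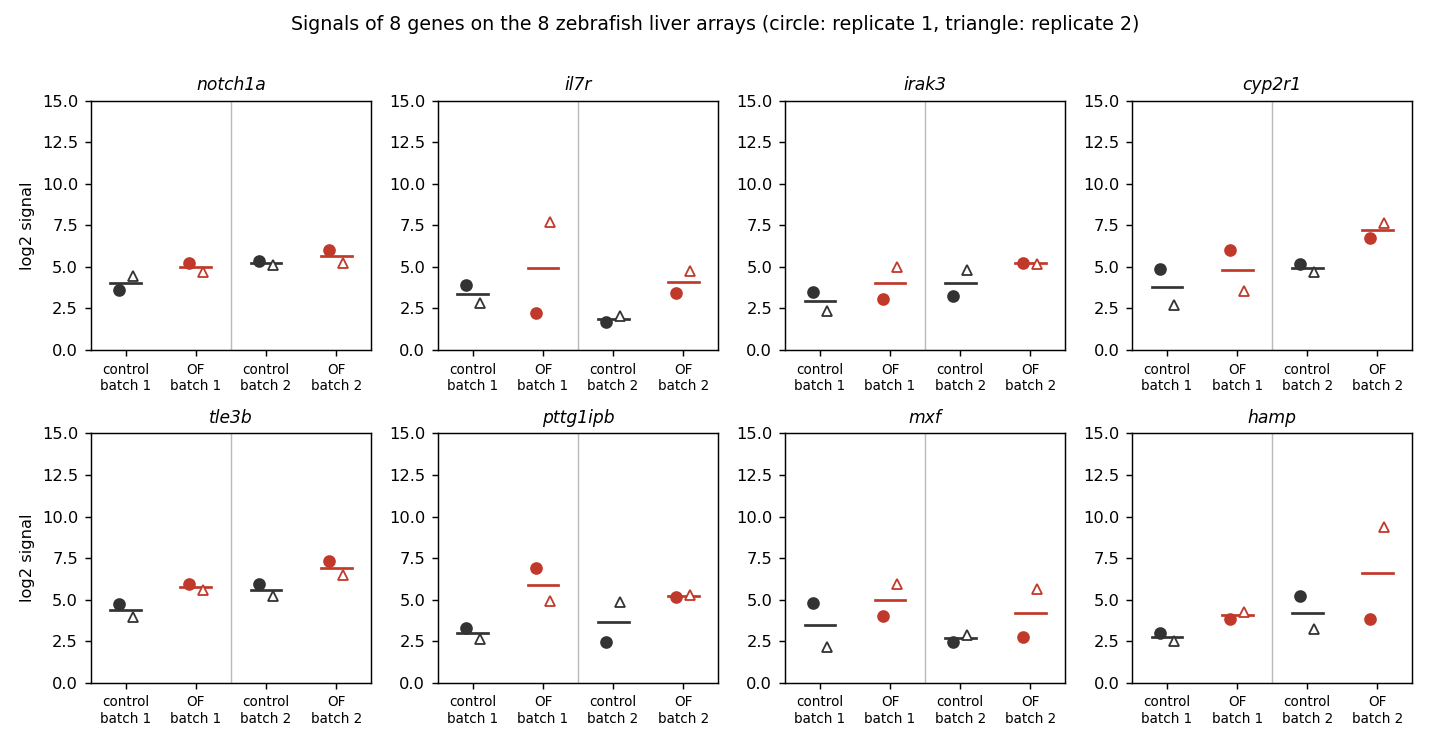
Log2 signal of 8 genes on each of the 8 arrays, in controls (black) and with OF (red) in batch 1 and batch 2. Circles are replicate 1, triangles replicate 2 and lines the mean of both. *hamp* reached 9.37 on 1 OF array of batch 2 and 3.84 on the other, while *tle3b* was above its controls on all 4 OF arrays.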

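Of 27 genes that the paper selected as higher with OF, all 27 had a higher mean signal with OF in both batches and 22 changed over 2-fold in both. The paper chose these genes on the same arrays, so their direction is not independent evidence. The largest changes over all arrays were those of *cbln6*, of the cerebellin family of secreted proteins, at 2.98 (standard error 1.25), *cyp27b1*, which encodes the enzyme making the active form of vitamin D, at 2.45 (standard error 0.91), and *pttg1ipb* at 2.25 (standard error 0.66). *cbln11*, of the same family as *cbln6*, changed by 2.10 (standard error 0.68). *rfng*, a fringe glycosyltransferase that modifies Notch receptors, changed by 1.21 (standard error 0.26), and the DNA repair enzyme gene *unga* by 1.46 (standard error 0.36). In 12 of the 27 genes every OF array lay above every control array in both batches, a pattern that chance gives in 2.78% of unselected genes in a given direction, which is no expectation for genes picked on these arrays. By the brightest cluster, the thresholds of the methods were passed in both batches by 5 (*tle3b*, *btc*, *rfng*, *unga* and *pim1*) and in neither by 12. Over all 8 arrays, 15 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in limma.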

The selected genes upregulated by OF from the microarray analysis are shown in Figure 1C. Currently, the world is experiencing the COVID-19 pandemic [30], and it will be very intriguing to see the upregulation of anti-viral, anti-microbial, and immune modulation proteins in OF-fed wild-type fish. Hence, we would like to verify these results using qPCR.

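*prodha*, which encodes proline dehydrogenase, the first enzyme of proline breakdown, had lower signals with OF in both batches, with a change of −3.60 (standard error 0.52) over all 8 arrays, −3.49 in batch 1 and −3.72 in batch 2. *pdxp*, a phosphatase that acts on pyridoxal phosphate, changed by −1.53 (standard error 0.26), *ifrd1*, a transcriptional regulator, by −1.46 (standard error 0.23), and the phosphatase gene *lhpp* by −1.03 (standard error 0.19). All 4 had an adjusted p = 0.955 in limma. At the thresholds of the methods, 2055 clusters were lower with OF in batch 1 and 1852 in batch 2, and 14 were shared, 9 with a gene symbol. Independent lists of these sizes would share 64.2 (two-sided Fisher's exact test, p = 1.72e-14, over clusters that are not independent). The fold threshold alone gave 3085 and 2539 clusters, with 107 shared against 132 expected. In limma over both batches, 0 clusters were lower at an adjusted p under 0.05 and 1438 at an unadjusted p under 0.05. In both directions 2662 passed unadjusted, against 2965 expected if nothing changed, in a fit that counts differences between the batches in the change with OF as spread. The shared count was 64 without batch 1 control replicate 2, 29 without batch 1 OF replicate 1, 38 and 29 without batch 2 control replicate 1 or 2, and 92 without batch 2 OF replicate 2. It was 24 after quantile normalization, 7 with 1 cluster per gene symbol and 0 at an adjusted p under 0.05 in each batch.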

Comparing two batches of OF-fed wild-type fish, we identified 114 genes that were downregulated at least two-fold with a *p*-value less than 0.05 (Figure 2A). 

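Of 21 measured genes of fatty acid synthesis, 18 had a lower and 3 a higher mean signal over both batches, and the list fell as a group (camera, adjusted p = 0.000185), with an adjusted p = 0.38 with an estimated correlation. It was lower in batch 1 (adjusted p = 0.000482, and adjusted p = 0.438 with an estimated correlation), but the difference from batch 2 did not pass (adjusted p = 0.302, and adjusted p = 0.498 with an estimated correlation). Of its genes, 9 were lower and 1 higher at the thresholds of the methods in batch 1, and 6 were lower and 1 higher in batch 2. *agpat2*, an enzyme of triglyceride synthesis, changed by −0.80 in batch 1 and −1.20 in batch 2 and *pgd*, of the pentose phosphate pathway, by −1.18 over both (standard error 0.47), whereas *thrsp*, a lipogenic regulator, changed by −5.94 in batch 1 and 3.74 in batch 2. Of 43 genes of PPAR signaling and fatty acid oxidation, 34 were lower on average, and the list fell (adjusted p = 0.000185), with an adjusted p = 0.647 with an estimated correlation. It was lower in batch 1 (adjusted p = 1.9e-11) but not in batch 2, where the direction was up (adjusted p = 0.108), and the difference had an adjusted p = 4.91e-07, or 0.441 as adjusted p with an estimated correlation. The batches had an adjusted p = 0.334 and 0.773 with an estimated correlation. The receptor gene *pparab* changed by −1.50 (standard error 0.43), and *lpl*, which encodes lipoprotein lipase, by −0.92 (standard error 0.35). Of 25 genes of sterol biosynthesis, 15 were higher and 1 lower in batch 1 at the thresholds of the methods, and 0 were higher and 9 lower in batch 2. The sterol list was higher in batch 1 (adjusted p = 1.39e-11) and lower in batch 2 (adjusted p = 4.56e-09), or an adjusted p = 0.438 and 0.773 with an estimated correlation. The difference had an adjusted p = 4.9e-12, and an adjusted p = 0.441 with an estimated correlation. Over both batches the adjusted p was 0.962, but the list was higher without batch 2 OF replicate 2 (adjusted p = 0.00202, and adjusted p = 0.597 with an estimated correlation). *sqlea*, squalene epoxidase, changed by 4.72 and −3.35 in the batches, and *hmgcra*, the rate-limiting reductase of the pathway, by 3.38 and −3.53. Over both batches no member of these lists passed an adjusted p under 0.05 in limma, over all clusters or adjusted over the list alone. Within batch 1, adjusted over the list, 15 sterol genes were higher and 1 lower, and 15 PPAR genes were lower. Of the fatty acid genes 1 was higher and 7 were lower there. In batch 2, 7 sterol genes, 1 PPAR gene and 1 fatty acid gene were lower by the same adjustment.
Estrogen-responsive genes of the female liver moved with the sterol genes. The mean signal of 8 such genes, the egg yolk precursor genes *vtg2* to *vtg7*, the estrogen receptor gene *esr1* and *nots*, was 2.59 and 2.71 in the controls of batch 1 and 9.90 and 11.19 on its OF arrays. In batch 2 it was 12.10 and 12.16 in controls, and 11.97 and 2.68 on the OF arrays. In batch 1 the OF and control groups were also the groups high and low in these genes. Changes with OF in batch 1 therefore cannot be told apart from that state. *vtg2* had signals of 2.17 and 3.63 in the controls of batch 1 and 13.47 and 13.83 with OF, and in batch 2 signals of 13.86 and 13.93 in controls and 13.89 and 2.53 with OF. The list did not pass over both batches (adjusted p = 0.367), and its difference between the batches had an adjusted p = 5.19e-06, or an adjusted p = 0.464 with an estimated correlation. Without batch 2 OF replicate 2 it was higher over both (adjusted p = 2.55e-07, and adjusted p = 0.449 with an estimated correlation).

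**Figure D2:**
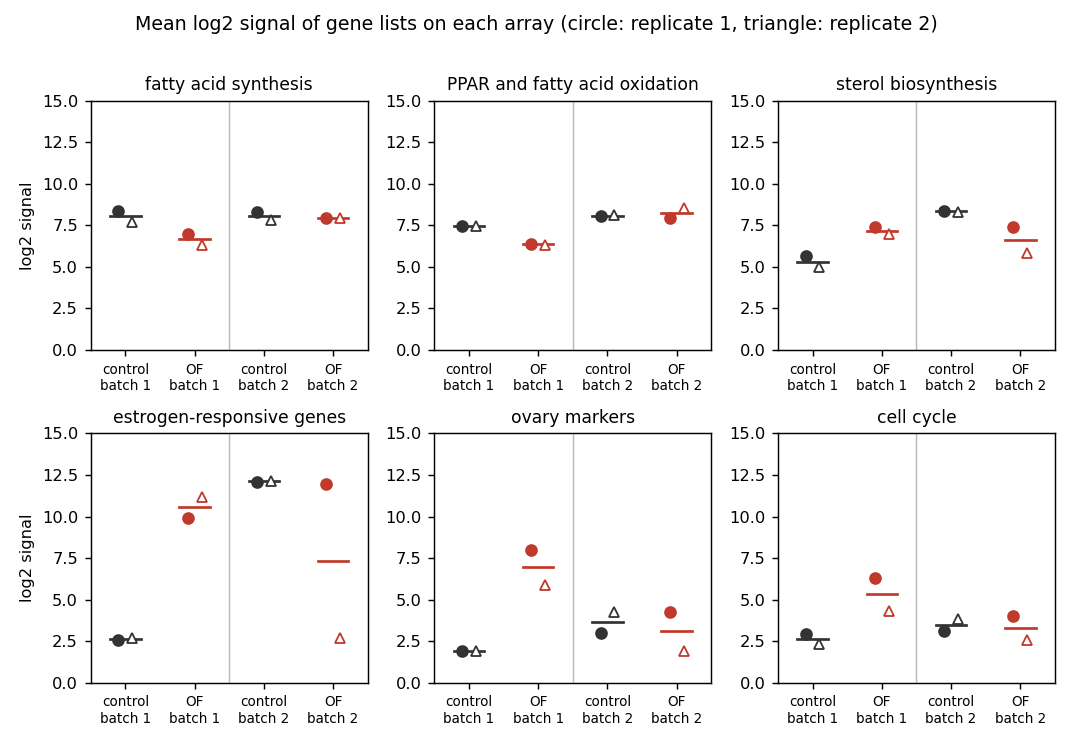
Mean log2 signal of 6 gene lists on each of the 8 arrays, in controls (black) and with OF (red) in batch 1 and batch 2. Circles are replicate 1, triangles replicate 2 and lines the mean of both. The estrogen-responsive genes lie near 2.59 to 2.71 on 3 arrays and above 9 on the others.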

The pathway analysis revealed that genes involved in fatty acid metabolism, the peroxisome proliferator-activated receptors (PPAR) signaling pathway, and steroid biosynthesis were enriched (Figure 2B). 

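*fasn*, which encodes the enzyme that builds palmitate, had a change of −2.64 (standard error 1.26) with OF over all 8 arrays, and its other cluster a change of −2.70. In batch 1 its signals were 11.43 and 6.39 in controls and 8.97 and 5.27 with OF, so that the groups overlapped, and in batch 2 they were 10.13 and 9.22 in controls and 6.77 and 5.57 with OF. *scd*, described in the authors' annotation as the delta-9 stearoyl-CoA desaturase, had a change of −3.12 (standard error 1.31). Its signals were 11.31 and 10.26 in controls and 8.35 and 6.26 with OF in batch 1, and 11.43 and 8.29 in controls and 9.94 and 4.28 with OF in batch 2. The thresholds of the methods were met by *fasn* in batch 2 and by *scd* in batch 1. Other lipogenic genes had smaller changes, such as −0.87 (standard error 0.85) for *acaca*, acetyl-CoA carboxylase, and −0.70 (standard error 0.44) for *srebf1*, a regulator of lipid synthesis. *acacb* changed by −3.08 in batch 1 and 1.88 in batch 2, and *elovl6*, a fatty acid elongase gene, by −3.09 and 3.73. Of these genes, *fasn*, *scd*, *acaca* and *srebf1* had an adjusted p = 0.955 in limma.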

Interestingly, we found that the expressions of key enzymes in fatty acid metabolism such as fatty acid synthase (*fasn)* and salicylate decarboxylase (*scd)* [31], were downregulated in the OF-fed group. We also found lysyl oxidase like 2 (loxl2), a gene that involved in liver fibrosis [32] as well as the sterol O-acyltransferase 1 (*soat1*), a potential biomarker for hepatocellular carcinoma [33], were also downregulated by OF. 

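*loxl2a* encodes a lysyl oxidase that crosslinks collagen, and its change with OF was −3.42 (standard error 1.04), with −2.26 for its other cluster. In batch 1 its signals were 10.15 and 8.83 in controls and 3.28 and 5.44 with OF, and it passed the thresholds of the methods. In batch 2 they were 4.35 and 6.78 in controls and 2.66 and 5.07 with OF, so that the groups overlapped. *soat1*, which esterifies cholesterol, changed by −1.99 (standard error 0.63), by −1.49 in batch 1 and by −2.49 in batch 2, where it passed those thresholds. Both genes had an adjusted p = 0.955 in limma. Over both batches, of 36 measured genes of fibrosis and extracellular matrix, 17 had a higher and 19 a lower mean signal. None passed an adjusted p under 0.05 there, over all clusters or adjusted over the list alone. In batch 1 alone 1 was lower when adjusted over the list. The list did not pass over both batches (camera, adjusted p = 0.416). It was lower in batch 1 (adjusted p = 0.00105, and adjusted p = 0.512 with an estimated correlation) and not in batch 2 (adjusted p = 0.197). At the thresholds of the methods, 6 were lower and 0 higher in batch 1, and 2 were higher and 0 lower in batch 2, with an adjusted p = 0.0036 for the difference, or an adjusted p = 0.473 with an estimated correlation. The list was lower without batch 2 OF replicate 2 (adjusted p = 0.0027, and adjusted p = 0.473 with an estimated correlation). Within the list, *pdgfra*, a receptor of fibroblasts, changed by −0.52 (standard error 0.24) and *vim*, which encodes vimentin, by 0.60 (standard error 0.28). Markers of stellate cells and fibroblasts had 4 genes higher and 11 lower of 15, with an adjusted p = 0.169. Without batch 2 OF replicate 2 these markers were lower (adjusted p = 0.00868, and adjusted p = 0.473 with an estimated correlation). They were lower in batch 1 (adjusted p = 0.00408, and adjusted p = 0.512 with an estimated correlation), a difference from batch 2 with an adjusted p = 0.0168, or an adjusted p = 0.473 with an estimated correlation.

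**Figure D3:**
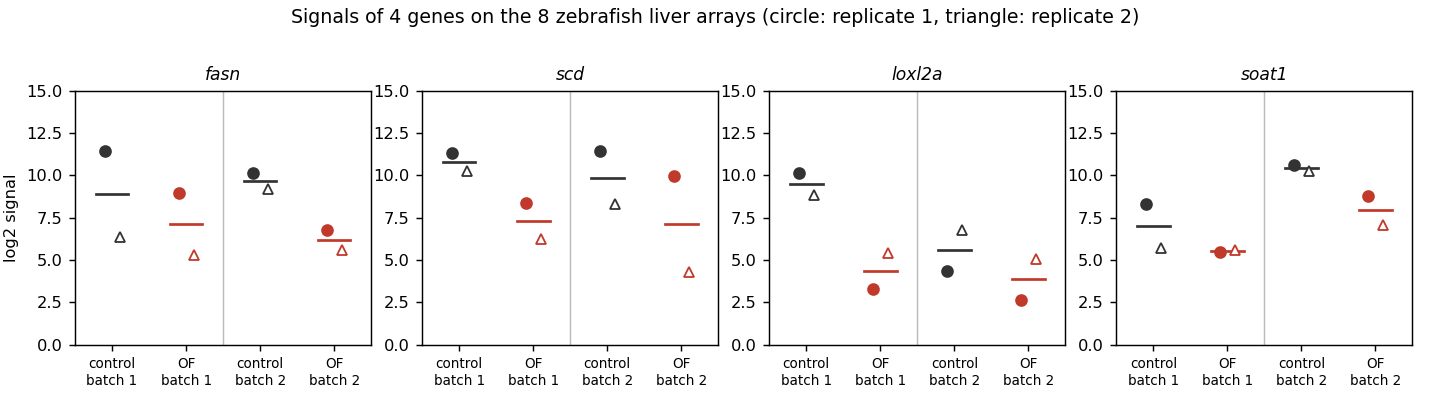
Log2 signal of *fasn*, *scd*, *loxl2a* and *soat1* on each of the 8 arrays, in controls (black) and with OF (red) in batch 1 and batch 2. Circles are replicate 1, triangles replicate 2 and lines the mean of both. *soat1* was at 10.59 and 10.23 in the controls of batch 2 and at 8.78 and 7.08 with OF.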

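Of 28 genes that the paper selected as lower with OF, 25 had a lower mean signal in both batches and 22 changed over 2-fold in both. The selection was made on these arrays, so the direction is not independent evidence. *pck1*, the rate-limiting enzyme of gluconeogenesis, changed by −3.77 (standard error 1.33) and *tmem123* by −3.35 (standard error 0.85). The chaperone gene *hsc70* changed by −1.52 (standard error 0.30). Of the clock genes, *rorab* changed by −1.32 (standard error 0.33) and *nr1d1*, a repressor of the clock, by −2.18 (standard error 1.01). The signals of *nr1d1* were 3.84 and 5.84 on OF replicate 1 of the batches and 8.26 and 8.51 on OF replicate 2, against 7.91 to 9.24 in controls. Of 35 clock genes 26 had a lower and 9 a higher mean signal, and the list fell (camera, adjusted p = 0.0032), with an adjusted p = 0.647 with an estimated correlation and an adjusted p = 0.103 without batch 1 OF replicate 1. In batch 1 the clock list was lower (adjusted p = 0.0166, and adjusted p = 0.512 with an estimated correlation), and the difference from batch 2 did not pass (adjusted p = 0.472). Of 25 fasting and gluconeogenesis genes 21 had a lower mean signal, and the list fell (adjusted p = 0.000185), with an adjusted p = 0.647 with an estimated correlation and an adjusted p = 0.089 without batch 1 OF replicate 1. Its median change was −1.96 in batch 1 and 0.59 in batch 2, with an adjusted p = 6.76e-07 for the difference, or an adjusted p = 0.441 with an estimated correlation. The 21 heat shock chaperone genes did not pass over both batches (adjusted p = 0.208). They were lower in batch 2 (adjusted p = 1.82e-05, and adjusted p = 0.773 with an estimated correlation) but not in batch 1 (adjusted p = 0.227). That difference had an adjusted p = 0.00146, or an adjusted p = 0.441 with an estimated correlation. Over both batches they were lower without batch 1 control replicate 2 (adjusted p = 0.00331) or batch 1 OF replicate 1 (adjusted p = 0.0119), with an adjusted p = 0.991 and 0.865 with an estimated correlation. Over both batches no member of these 3 lists passed an adjusted p under 0.05, also when adjusted over the list alone. Adjusted over the list within a batch, 9 fasting genes were lower in batch 1 and 7 heat shock genes in batch 2. Of the clock genes, 2 were lower in batch 1, and 1 was higher and 2 were lower in batch 2. *oat*, annotated as an organic anion transporter and near the array floor, changed by 0.58 (standard error 0.19), *ghrb* by −1.01 in batch 1 and 0.22 in batch 2, and *cicb* by −0.26 and 1.21, with −1.05 over both batches in its other cluster. In 8 of the 28 genes every OF array lay below every control array in both batches, against 2.78% by chance for unselected genes, which these are not. By the brightest cluster, *prodha* passed the thresholds of the methods in both batches and 8 genes passed them as lower in neither, of which *cicb* passed as higher in batch 2. Over all arrays, 17 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in limma.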

The selected genes that were downregulated in OF-fed groups are shown in Figure 2C. 

Nonalcoholic fatty liver disease (NAFLD) affects one-third of the population worldwide [34]. Nonalcoholic steatohepatitis (NASH) is a progressive type of NAFLD that can lead to cirrhosis and liver cancer [35]. Therefore, we are very interested to know whether the downregulation of lipogenesis enzyme in OF-fed wild-type fish could also reduce the gene expression that is involved in NAFLD, NASH, cirrhosis, and HCC. Therefore, we would like to verify these results by using qPCR.

Our qPCR results indicated that *mxf*, *hamp*, and *irak3* were upregulated by OF (Figure 3), and five hepatocellular carcinoma-associated genes (*fasn*, *scd*, *loxl2a*, *foxo3b* and *soat1*) were downregulated by OF (Figure 4). 

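On the arrays, the fold of *mxf* (OF over control, from mean log2 signals) was 2.80 in batch 1 and 2.83 in batch 2, which is 2.81 ± 0.0248 (SD, n = 2 batches). The fold of *hamp* was 2.47 and 5.21, with a mean of 3.84 ± 1.93 (SD, n = 2 batches). *irak3* had folds of 2.11 and 2.25. Of the genes lower with OF, *fasn* had folds of 0.290 and 0.0881, *scd* of 0.0897 and 0.148, *loxl2a* of 0.0285 and 0.307, and *soat1* of 0.356 and 0.179. *foxo3b*, a forkhead transcription factor of the insulin and fasting response, had folds of 0.354 and 0.475, with a change of −1.29 (standard error 0.43, adjusted p = 0.955 in limma). The SD between batches leaves out the spread between the fish behind each fold. From means of linear signals the folds were 2.37 and 4.33 for *mxf* and 2.45 and 14.6 for *hamp*, and they were 0.190 for *fasn* in batch 1 and 0.326 for *scd* in batch 2, so that the close agreement of the batches for *mxf* depends on the scale. For *foxo3b* the log2 signals were 9.11 and 8.06 in controls and 7.28 and 6.89 with OF in batch 1, and 8.79 and 8.20 in controls and 6.54 and 8.31 with OF in batch 2. It passed the thresholds of the methods in batch 1. The qPCR values are not analysed here.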

The results in Figure 3 echo the findings of Figure 1B, and the gene expression in Figure 4 echo the findings of Figure 2B. Together, we found that OF consumption increased the anti-viral and anti-microbial genes, enhanced the immunity-related genes, and downregulated the expression of lipogenesis, fibrosis, and HCC-related genes in the zebrafish model. These alterations hinted that OF might offer a cytoprotective effect; thus, we next utilized normal hepatocytes cell lines for the mechanism study.

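Genes of the cell cycle had a higher mean signal with OF in 26 of 28 genes, and the list rose (camera, adjusted p = 1.97e-07), with an adjusted p = 0.647 with an estimated correlation. In batch 1, 15 of them were higher at the thresholds of the methods and in batch 2 0 were. Over both batches none passed an adjusted p under 0.05, also when adjusted over the list alone. In batch 1 alone 11 were higher when adjusted over the list. The difference between the batches had an adjusted p = 3.3e-08 for this list, or an adjusted p = 0.473 with an estimated correlation. *plk1*, a mitotic kinase, had signals of 1.91 and 2.43 in the controls of batch 1 and 8.11 and 6.20 with OF, and its change in batch 2 was −0.28. Markers of the ovary rose with them (adjusted p = 1.97e-07, and adjusted p = 0.647 with an estimated correlation), with 17 of 17 genes higher in batch 1 and 0 in batch 2 at the thresholds of the methods. Their difference had an adjusted p = 1.59e-11, and an adjusted p = 0.441 with an estimated correlation. Markers of the exocrine pancreas, whose tissue lies close to the fish liver, fell (adjusted p = 2.41e-05), with an adjusted p = 0.647 with an estimated correlation and an adjusted p = 0.0626 without batch 1 control replicate 2. The mean signal of these 21 pancreas genes was 4.70 and 6.29 in the controls of batch 1 and 2.38 and 4.81 with OF, and 6.11 and 5.88 in the controls of batch 2 and 6.05 and 5.56 with OF. Of all 28 lists, 3 rose and 5 fell over both batches, and 0 passed with an estimated correlation (lowest adjusted p = 0.38), a test with little power on so few arrays. The paper reasons from the clusters shared by the lists of the batches to gene ontology terms and pathways, takes 8 of the genes to qPCR, and from these concludes that OF intake raised antiviral, antimicrobial and immunity genes and lowered genes of lipogenesis, fibrosis and liver cancer in zebrafish.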

### 3.2. Oligo-Fucoidan Enhances the Viability of Normal Hepatocytes

Clone 9, a rat normal hepatocyte line, was treated with oligo-fucoidan to examine whether oligo-fucoidan offers a cytoprotective effect. Intriguingly, we found that oligo-fucoidan significantly increased the viability of normal liver cells (Figure 5A). Healthy hepatocytes contain abundant Cyp3a4, which is a critical enzyme for oxidizing toxins and drugs mainly in the liver and intestines, whose activity displays a decreasing trend with nonalcoholic fatty liver disease (NAFLD) progression [36,37]. We found that oligo-fucoidan treatment enhanced the Cyp3a4 activity in Clone 9 cells (Figure 5B). We further investigated the upstream regulator of Cyp3a4, the *Hnf4a*, which is a critical nuclear transcriptional factor that is associated with improved liver function: a previous study demonstrated that Hnf4a expression is decreased in hepatic cirrhosis, but the overexpression of Hnf4a resets the transcription factor network in hepatocytes and prevents hepatic failure [38]. We found that oligo-fucoidan significantly upregulated the expression of *Hnf4a* in Clone 9 cells (Figure 5C).

### 3.3. Oligo-Fucoidan Binds to C-Type Lectin-Like Receptor 2 (CLEC-2)-ASGPR1/2 in Hepatocytes

Oligo-Fucoidan exhibits many bioactivities including anti-inflammation, anti-angiogenic, and anti-cancer. However, the receptor for OF remains unknown. Oligo-Fucoidan is a novel platelet agonist for C-type lectin-like receptor 2 (CLEC-2) [7]. The hepatocyte-specific CLEC-2 receptor is an asialoglycoprotein receptor (ASGPR), which is a transmembrane hetero-oligomeric glycoprotein complex composed of two ASGPR1 subunits and one ASGPR2 subunit [8]. We hypothesized that OF binds to the hepatocyte lectin receptor ASGPR1/2 and promotes the expression of *HNF4A* through the JAK2/STAT3 axes. Then, *HNF4A* resets transcription networks and prevents hepatic failure. To prove this hypothesis, we first examined whether OF binds to ASGPR1/2 in hepatocytes in vitro and in vivo. In OF-treated Clone 9 cells, we found that OF reduced the binding capacity of fluorescein isothiocyanate (FITC)-labeled asialofetuin (an ASGPR-binding protein) in liver cells (Figure 6A,B). Using the in vivo model, mouse tail veins were injected with an isotope labeled ^68^Ga-NOTA-HL (galactose binding to ASGPR) together with OF for an in vivo competition assay. Our results indicated that OF reduced the binding capacity in ^68^Ga-NOTA-HL PET imaging (Figure 6C, D). These data suggest that oligo-fucoidan binds to highly conserved hepatic ASGPR in normal livers.

### 3.4. Oligo-Fucoidan Activates Phosphorylation of STAT3 and Increases Hnf4a Protein Levels in Hepatocytes

The ASGPR on hepatocytes has been linked to the activation of the JAK2–STAT3 signaling cascades in response to inflammatory inducing platelets de-sialylation [9]. We hypothesized that oligo-fucoidan binds to ASGPR and activates the JAK2/STAT3 signaling pathway and enhances the nuclear translocation of pSTAT3, thereby increasing *Hnf4a* mRNA expression. Indeed, we found that OF treatment increased pSTAT3 and Hnf4a protein expression in Clone 9 cells (Figure 7).

### 3.5. Oligo-Fucoidan Increases the Expression of P1-Hnf4a in Hepatocytes

There are two isoforms of hepatocyte nuclear factor-4α (HNF4A), the P1- and P2-isoform. The *P1-HNF4A* exhibits a tumor-suppressive effect, and *P2-HNF4A* acts as an oncogene in hepatocyte [39]. Beta-catenin repressed the activity of *P1-Hnf4a* expression and has been reported to be responsible for colon tumorigenesis [40]. We examined whether the P1 isoform was enhanced by OF treatment. Our results indicated that OF treatment promoted the *P1-Hnf4a* expression, but it suppressed the *P2-Hnf4a* dramatically in Clone 9 cells (Figure 8A). The expression level of Asgpr2 was also increased by OF treatment in the 10 μg/mL OF-treated group but there were no changes in the 100 μg/mL OF treatment group (Figure 8B). To explore the role of *Hnf4a* isoforms in hepatocytes, the chemical carcinogen thioacetamide (TAA) was utilized to treat Clone 9 cells. We found that TAA exhibited an opposite effect to hepatocytes compared to OF. TAA treatment downregulated *P1-Hnf4a* but upregulated *P2-Hnf4a* expression in Clone 9 cells (Figure 8C). Thioacetamide also reduced the *Asgpr1* and *Asgpr2* expression levels (Figure 8D).

### 3.6. STAT3 Inhibitor Decreases the Viability of Normal Liver Cells

Since we assume that OF mediates *Hnf4a* through the activation of STAT3, hence, we further applied a STAT3 inhibitor, BBI608, to investigate the hypothesis. Our data revealed that BBI608 decreased either the viability or the Cyp3a4 activity in Clone 9 cells (Figure 9 and B). We further confirmed that BBI608 is capable of suppressing the expression of *Hnf4a* (Figure 9C). This data suggest that the expression of *Hnf4a* was regulated by STAT3 in Clone 9 cells.

### 3.7. The Enhancing Effect of Oligo-Fucoidan on CYP3A4 Activity and Cell Viability Could Be Neutralized by the Knockdown of Hnf4a and Asgpr1 in Normal Liver Cells

We hypothesized Hnf4a contributes to the cyto-protection effect of oligo-fucoidan; thus, we knocked down *Hnf4a* in Clone 9 cells. We found that the enhancement of Cyp3a4 activity promoted by OF was neutralized in Clone 9-shHnf4a (Figure 10A), suggesting that the cyto-protection effect of OF is through activating Hnf4a. Moreover, we knocked down *Asgpr1* and found that the OF-promoted effect in cell viability was eliminated in Clone 9-shAsgpr1 (Figure 10B). Together, our data confirm that the hepatocyte-protective effect of oligo-fucoidan is through the ASGPR/STAT3/HNF4A axis.

## 4. Discussion

Oligo-fucoidan has been demonstrated to have several beneficial effects, including anti-obesity, anti-inflammatory, and anti-tumorigenic effects [41,42,43,44,45]. The oligo-fucoidan used in this study has a lower molecular weight (approximately 667 Da), which shows 40% superior effects and bioactivity compared to polymerized fucoidan. The lower molecular weight might be a critical factor that could further affect the biocompatibility or therapeutic effects, especially at the gene, protein, or even cellular levels. We demonstrate the hepatocyte-protective effect in oligo-fucoidan fed zebrafish, which upregulates immune development-related genes and anti-viral proteins and suppresses lipogenesis and fibrosis genes in a zebrafish model. In addition, oligo-fucoidan enhances cell viability and CYP3A4 activity in normal liver cells. We uncover the potential mechanism of oligo-fucoidan in liver protection, possibly through the ASGPR–STAT3–HNF4A axis. Further investigations of oligo-fucoidan dosages is needed in the clinical practices due to the divergence oligo-fucoidan sources, and various dosages have been used in different demands [43]. We suggest that there will be many benefits and much understanding gained from studying the proper use of oligo-fucoidan.

We used four-month-old wild-type zebrafish to feed oligo-fucoidan for a one-month period by oral gavaging and then sacrificed the fish to collect liver specimens for RNA extraction and microarray analyses. Afterwards, we performed two independent batches at different time courses and compared the differential genes. We found only 124 upregulated genes, and 114 downregulated genes were overlapped between two batches, the reasons could be that oligo-fucoidan has many bioactivities, from anti-inflammation, anti-oxidant, immunoregulation, anti-viral, and anti-coagulant [46,47]. 

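More clusters changed in opposite ways in the batches than in the same way. At the thresholds of the methods, 217 clusters were higher with OF in batch 1 and lower in batch 2 (60.4 expected from independent lists, two-sided Fisher's exact test, p = 9.13e-61), and 269 were lower in batch 1 and higher in batch 2 (52.5 expected, p = 6.5e-112 by the same exact test). These are 486 clusters in all, against 40 that changed the same way. The sterol synthesis gene *lss* is one of them, with changes of 3.65 and −2.66, as is the triglyceride synthesis gene *dgat1a*, with −2.67 and 1.42, and the fatty acid elongase gene *elovl5*, with 2.05 and −1.61. Across the 59300 clusters, which are not independent replicates, the changes of the batches correlated at r = −0.321 and rho = −0.252. Against the change in batch 1, OF replicate 2 of batch 2 minus its controls had r = −0.466, and OF replicate 1 had r = −0.0298. The count of 486 was 1174 without batch 2 OF replicate 1, but the clusters higher in batch 2 also went from 1514 to 3500 then, so the cause of the larger count is not separated. It was 739 without batch 1 control replicate 1, 293 without batch 1 control replicate 2 and 772 without batch 1 OF replicate 2. In a test of the interaction of batch and OF, 3 clusters passed an adjusted p under 0.05 in limma. At an unadjusted p under 0.05, 8479 passed, against 2965 expected if nothing changed, over clusters that are not independent. The count of 3 was 1 without batch 1 control replicate 2, 5 and 702 without batch 1 OF replicate 1 or 2, and 270 and 15 without batch 2 OF replicate 1 or 2. One was LOC103910896, annotated as similar to a gastrula zinc finger protein, with signals of 2.49 and 2.31 in the controls of batch 2, 9.16 and 9.39 with OF, and 1.85 to 2.40 in batch 1. The others were a pair of unnamed clusters with identical values, 13282004 and 13284116, at 8.52 and 8.94 in the controls of batch 2 and at 1.17 to 1.41 on the 6 other arrays. LOC103910896 did not pass without batch 1 control replicate 1 or 2 (adjusted p = 0.0714 and 0.0543) or batch 2 control replicate 1 or 2 (adjusted p = 0.0702 and 0.0803), and the unnamed pair did not without batch 1 control replicate 2 (adjusted p = 0.054). These were chosen after their values were seen. The paper proposes that the many bioactivities of OF could be the reason for the small overlap.

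**Figure D4:**
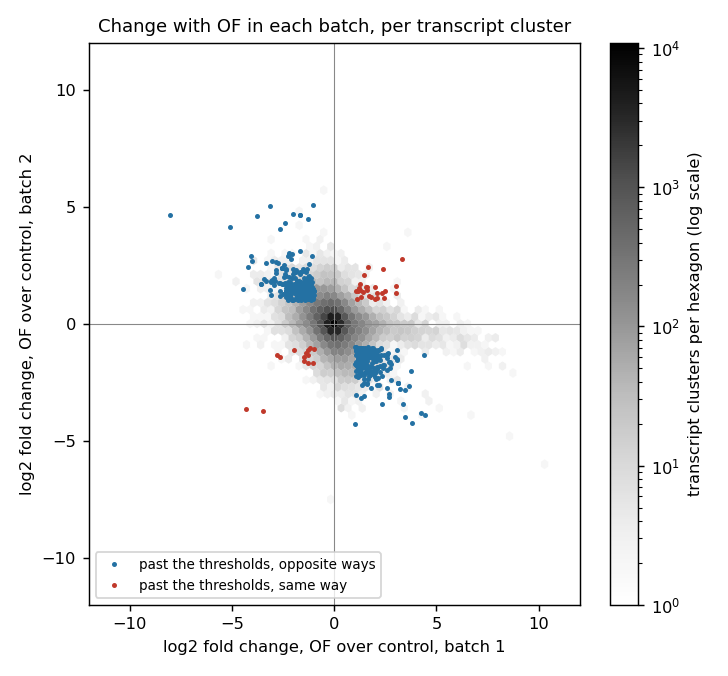
Log2 change with OF in batch 2 against that in batch 1 for the 59300 clusters, with the shade of each hexagon on a log scale of the number of clusters. Red points are the 40 clusters past the thresholds of the methods the same way in both batches, and blue points the 486 past them in opposite ways.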

We compared two batches of wild-type fish treated with oligo-fucoidan to find out the most common differentially regulated genes and identified that genes involved in immune development revealed the most significant differences in response to oligo-fucoidan-fed condition. Using zebrafish gene expression profiling, we can obtain the systematic information regarding upregulated or downregulated genes in liver between oligo-fucoidan-fed and wild-type zebrafish. The liver was composed of several cell lineages, 60% of cells in the liver are hepatocytes, and the remaining 40% are non-parenchymal cells (NPCs), liver sinusoidal endothelial cells (LSECs), resident macrophage Kupffer cells (KCs), hepatic stellate cells (HSCs), cholangiocytes, and diverse immune cell types. The current study used Clone 9 normal hepatocytes as *in vitro* model; the alterations in the gene expression profiling using intact fish liver might be different from those of pure hepatocytes if those changes occurred in non-hepatocyte cells. It has been revealed that NASH pathogenesis is linked to the cell-type-specific reprogramming of the liver cell transcriptomes [48]. Therefore, we revealed that oligo-fucoidan enhancements to the immune system might benefit from the changing of Kupffer cells and monocyte-derived macrophages in the liver.

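Of 15 measured markers of macrophages and Kupffer cells, 9 had a higher and 6 a lower mean signal with OF over both batches, and none passed an adjusted p under 0.05, over all clusters or adjusted over the list alone. At the thresholds of the methods, 2 were higher and 1 lower in batch 1, and 3 were higher in batch 2. The granulin genes *grn1* and *grn2* changed by 1.58 (standard error 0.68) and 2.98 (standard error 1.16), and *mfap4*, a macrophage marker in zebrafish, by 1.32 (standard error 0.43). *spi1a*, a transcription factor of myeloid cells, changed by −0.78 (standard error 0.50), with −1.68 in batch 1. As a group the markers did not pass over both batches (camera, adjusted p = 0.408), and in batch 2 alone they were higher (adjusted p = 0.0259, and adjusted p = 0.773 with an estimated correlation). The difference between the batches did not pass (adjusted p = 0.245). Without batch 1 control replicate 1 they were higher over both batches (adjusted p = 0.000317, and adjusted p = 0.693 with an estimated correlation). Their mean signal was 5.41 on OF replicate 2 of batch 2 and 4.61 to 4.70 on the other OF arrays. Of the other immune cells, 9 of 10 neutrophil markers had a higher mean signal (adjusted p = 0.0746), among them *lect2l*, which changed by 2.00 (standard error 0.67). That list passed without batch 1 control replicate 1 (adjusted p = 0.0403), batch 1 OF replicate 1 (adjusted p = 0.016) or batch 2 OF replicate 2 (adjusted p = 0.0438), with an adjusted p = 0.693, 0.563 and 0.449 with an estimated correlation. Of the markers of T and NK cells 9 were higher and 8 lower (adjusted p = 0.935), with an adjusted p = 0.0243 for the difference between the batches, or an adjusted p = 0.473 with an estimated correlation. All 8 B cell markers had a higher mean signal over both batches (adjusted p = 0.12), but 4 of them changed in opposite directions in the batches. Their median change was 0.01 in batch 1 and 0.17 in batch 2. Their mean signal was 2.30 to 2.93, close to the median signal of an array. Markers of hepatocytes (adjusted p = 0.44), endothelial cells (adjusted p = 0.444) and cholangiocytes (adjusted p = 0.962) did not pass over both batches. In batch 1 those of hepatocytes (adjusted p = 0.000956) and endothelial cells (adjusted p = 0.0166) were lower, with an adjusted p = 0.438 and 0.531 with an estimated correlation. The differences from batch 2 had an adjusted p = 0.000723 and 0.0112, or an adjusted p = 0.473 and 0.494 with an estimated correlation. Both were lower over both batches without batch 2 OF replicate 2 (adjusted p = 0.00803 and 0.0204), with an adjusted p = 0.473 and 0.518 with an estimated correlation. These values come from whole liver and do not separate cell numbers from levels per cell.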

The hepatocyte-protective effect of oligo-fucoidan is an interesting finding in this study. Oligo-fucoidan is considered as a food supplement without potential toxicity. In our experiment, we have used oligo-fucoidan to feed zebrafish, and we have provided evidence that oligo-fucoidan not only boosts the immune system and enhance anti-viral-associated gene expression but also declines lipogenic enzymes and liver fibrosis-related genes. In fact, brown seaweeds containing fucoidan are widely consumed as part of a normal diet in East Asia, particularly in Japan, Korea, Taiwan, and mainland China. However, liver cancer incidence is relatively higher in these countries/regions, which is possibly due to the insufficient regular consumption to reach the effective dose. The main reason for the manufacturing of oligo-fucoidan specifically is because consuming brown seaweed can only ingest very limited amounts of fucoidan. Approximately 6 kg of seaweed extraction can only refine to 1 g of oligo-fucoidan. However, human patients need to consume 8 g of oligo-fucoidan per day, and it is obviously impossible for a patient to consume 48 kg daily. Hence, although the consumption of brown seaweed in Eastern Asia is common in daily diets, there are some limitations and concerns for brown seaweed consumption; namely, brown seaweed contains an abundant amount of iodide, which might be another restriction for cancer patients or those with thyroid or renal diseases. Secondly, different species of seaweed exhibit different compositions of fucoidan (different molecular weight or polymer form) that may have different efficacies of therapeutic effects.

Oligo-fucoidan is provided by Hi-Q Marine Biotech that is not only highly concentrated, but also smaller in molecular weight, enabling efficient uptake for cells. In our study, we have demonstrated that oligo-fucoidan is capable of enhancing the immune system and increasing the amount of anti-viral associated genes in hepatocytes. In addition, oligo-fucoidan suppressed the expression of lipogenic enzymes and liver fibrosis-related genes. A putative intrinsic signaling cascade ASGPR/STAT3/HNF4A has also been investigated via qPCR and PET imaging. Hence, we propose that oligo-fucoidan might have the potential for protecting hepatocyte in zebrafish.

Fucoidan exhibits an anti-cancer effect through the inhibition of PI3K/AKT and MAPK, also activation of the caspase pathways, and interaction with vascular endothelial growth factor (VEGF), bone morphogenetic protein (BMP), transforming growth factor beta (TGF-β), and estrogen receptors [49]. In this study, the GeneTitan assay implied that the driving force of this axis is HNF4A. 

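On the zebrafish arrays *hnf4a*, the hepatocyte transcription factor, had a change of −0.94 (standard error 0.28, adjusted p = 0.955 in limma) with OF, with −1.15 in batch 1 and −0.73 in batch 2. Its signals were 9.57 and 8.41 in controls and 7.87 and 7.81 with OF in batch 1, and 10.25 and 10.07 in controls and 9.14 and 9.73 with OF in batch 2, so that every OF array lay below both controls of its batch. Its other clusters changed by −1.08 and −0.94. The clusters are not assigned to transcripts of the P1 or P2 promoter here. Of 20 measured genes of the HNF4A, ASGPR and JAK/STAT axis, 10 had a higher and 10 a lower mean signal, none passed over all clusters and 1 was lower when adjusted over the list alone, the Janus kinase gene *jak2a*. The list did not pass over both batches (camera, adjusted p = 0.416). It was lower in batch 1 (adjusted p = 0.0371, and adjusted p = 0.615 with an estimated correlation), a difference from batch 2 with an adjusted p = 0.031, or an adjusted p = 0.561 with an estimated correlation. *asgr1a*, a subunit of the asialoglycoprotein receptor, changed by −0.36 (standard error 0.29) and *stat3* by −0.10 (standard error 0.33). *hnf4b*, a paralog of *hnf4a*, changed by −1.86 in batch 1 and 2.30 in batch 2. Of 44 genes that HNF4A regulates in hepatocytes, 20 had a higher and 24 a lower mean signal over both batches. None passed there, also when adjusted over the list alone, whereas in batch 1 alone 3 were lower when adjusted over the list. The microsomal triglyceride transfer protein gene *mttp* changed by −1.01 (standard error 0.20), the apolipoprotein gene *apoeb* by 1.05 (standard error 0.38) and *tat*, tyrosine aminotransferase, by −0.90 (standard error 0.33). This list was lower in batch 1 (adjusted p = 1.09e-08), higher in batch 2 (adjusted p = 0.000549) and did not pass over both (adjusted p = 0.261). With an estimated correlation the batches had an adjusted p = 0.334 and 0.773. Between them the difference had an adjusted p = 2.34e-08, or an adjusted p = 0.441 with an estimated correlation. The list was lower over both without batch 2 control replicate 2 (adjusted p = 0.0163) or batch 2 OF replicate 2 (adjusted p = 0.000161), with an adjusted p = 0.828 and 0.51 with an estimated correlation.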

In a previous study, the role of HNF4A in rodents was reported to be a critical factor to prevent diethylnitrosamine-induced HCC [50]. Our data found that oligo-fucoidan activates HNF4A via the P1 promoter, suggesting that oligo-fucoidan is capable of modulating HNF4A expression through the P1 promoter. This might be the key step of the pathway because of the divergent results of HNF4A when bound to different promoters. We have demonstrated the hepatocyte-protective effect of oligo-fucoidan in WT zebrafish. We propose that the most significant effect of oligo-fucoidan is the prevention of liver damage. Our data strongly support the beneficial effects of oligo-fucoidan with a boosted immune system, fibrosis prevention, lipogenesis suppression, and even attenuating the tumor progression of HCC. Oligo-fucoidan-induced *P1-HNF4A* expression through the phosphorylation of STAT3 elucidates the potential mechanisms that differentially induce cell growth in normal livers and suppress hepatocarcinogenesis. Moreover, from the gene expression, we can understand other possible mechanisms behind the beneficial effects of oligo-fucoidan treatment.

The STAT3 has both tumor-suppressing and tumor-promoting properties, constituting an active version of Stat3alpha that suppresses transformation in mouse embryonic fibroblast [51]. The significant finding of our study is that oligo-fucoidan can bind to the ASGPR1/2 receptor to activate pSTAT3, which can increase the expression of the tumor suppressor P1-HNF4A. Another anti-inflammation and anti-tumor gene, heme oxygenase-1 (HO-1) is induced by Interleukin 6 (IL-6) through the IL-6/Janus kinase (JAK)/STAT3 pathways in hepatoma cells [52]. In addition to STAT3, there are other possible upstream regulators in mediating the expression of HNF4A. In the adult liver, HNF6/Onecut 1(OC1), HNF1B, and HNF1A regulate the expression of HNF4A [53]. However, none of them has connected to the fucoidan activation.

In this study, we have proven that oligo-fucoidan binds to ASGPR1/2 receptors on hepatocytes. This is the first report to reveal the potential receptor for oligo-fucoidan. Our study provides insight into oligo-fucoidan through activation of the ASGPR1/2/STAT3/P1-HNF4A axis, which results in resetting the genetic regulatory networks of hepatocytes and enhancing the overall healthy physiological status of the cells. We suggest that oligo-fucoidan not only protects hepatocytes against microbial and virus infections, but also increases hepatocyte viability and activity. Oligo-fucoidan could be a robust potential candidate for future drug development in liver diseases and even virus infections. 

## 5. Conclusions

Using transcriptomic analysis of the liver from wild-type zebrafish after feeding oligo-fucoidan, we found that genes involved in immune system development were upregulated, especially in that we verified the expression of anti-viral, anti-microbial, and immune modulation proteins by qPCR. Our data suggest that oligo-fucoidan might enhance the anti-viral ability and increase the immunity against virus infection. We also found that genes involved in lipid metabolism, fibrosis, and liver cancer were downregulated, and especially we verified the expression of *fasn*, *scd*, *loxl2a*, *foxo3b,* and *soat1* by qPCR. We have proven that oligo-fucoidan binds to the ASGPR1/2 receptors on hepatocytes, and this is the first report to identify the potential receptor for oligo-fucoidan. We also provide strong evidence that the signal transduction cascade is activated after oligo-fucoidan binds to the ASGPR1/2 receptors, such as a STAT3-mediated signaling cascade. Our study provides insight into oligo-fucoidan through activation of the ASGPR1/2/STAT3/P1-HNF4A axis, which results in resetting the genetic regulatory networks of hepatocytes and enhancing the overall healthy physiological status of the cells. 

## Figures and Tables

**Figure 1:**
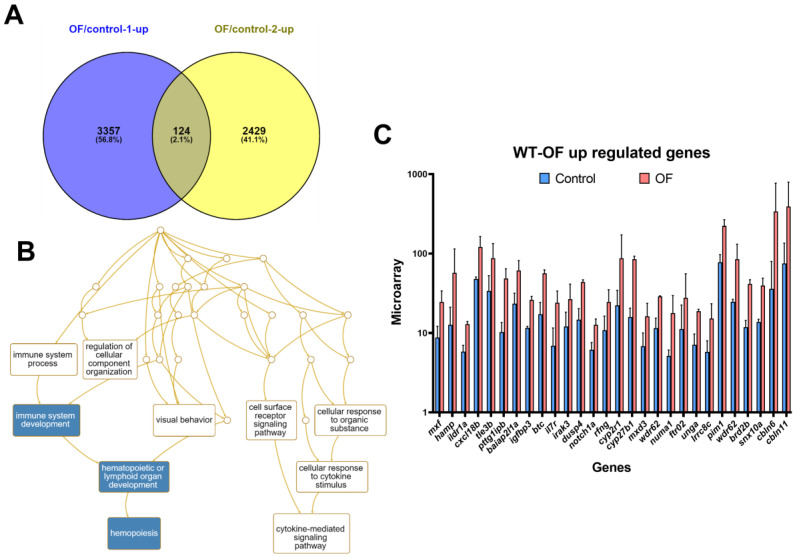
Upregulation of immune system development-associated genes, such as an anti-viral gatekeeper for *mxf* as well as host defense multiple microbial, *hamp,* in oligo-fucoidan (OF)-fed wild-type zebrafish. (**A**) Venn diagram of the upregulated genes from two batches of experiment between OF-fed and control fish; (**B**) Gene ontology analysis revealed genes involved in immune system development, hematopoietic or lymphoid development, and hematopoiesis were enriched. (**C**) The selected genes that are upregulated by OF from the microarray analysis.

**Figure 2:**
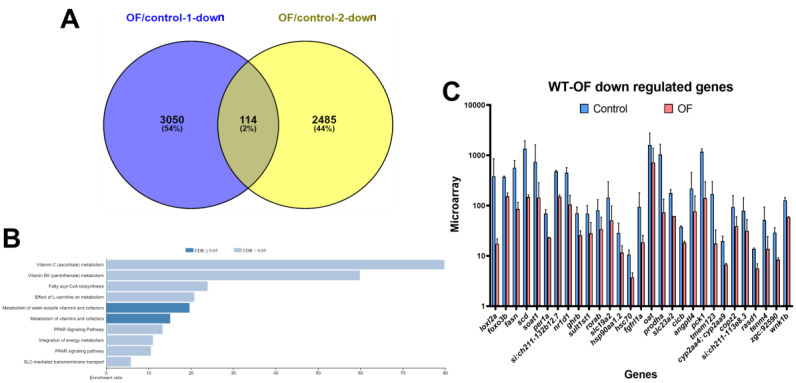
Downregulation of fatty acid metabolism, the peroxisome proliferator-activated receptors (PPAR) signaling pathway, and steroid biosynthesis-associated genes in OF-fed wild-type zebrafish. (**A**) Venn diagram of the downregulated genes from two batches of experiment between OF-fed and control fish. (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that the genes involved in fatty acid metabolism were enriched. (**C**) The selected genes that are downregulated by OF from the microarray analysis.

**Figure 3:**
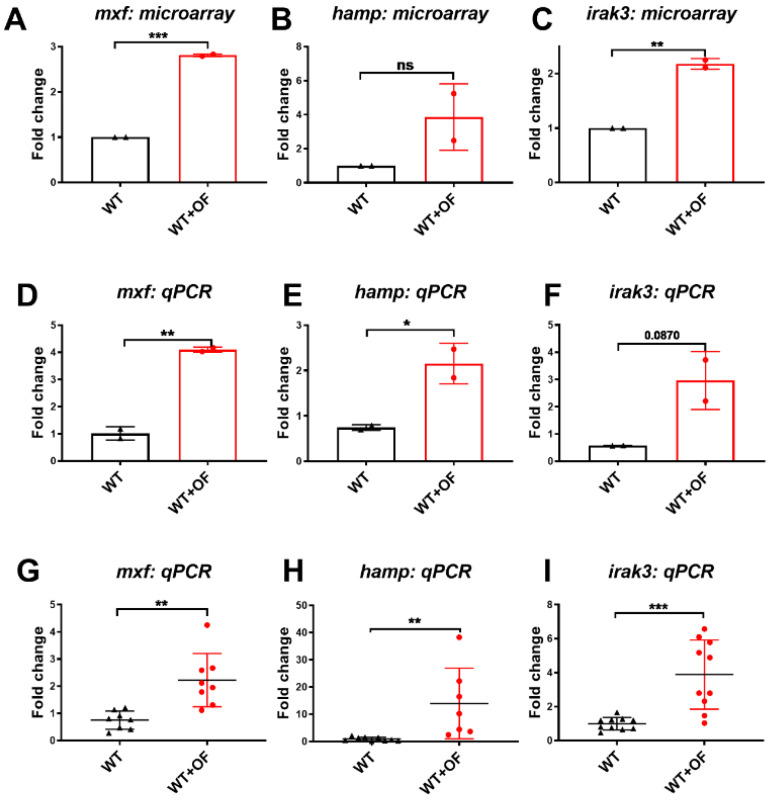
Microarray versus qPCR validation for three upregulated genes in OF-fed and control zebrafish. (**A**–**C**) The fold changes of oligo-fucoidan fed wild-type (WT+OF) zebrafish versus the no-treatment control (WT), where each dot represents the average of two fish from the same batch. (**D**–**F**) Quantitative polymerase chain reaction (qPCR) analyses for the same samples that were used in microarray, where each dot represents average of two fish from the same batch. (**G**–**I**) Quantitative polymerase chain reaction (qPCR) analyses for the all OF-fed wild-type fish (red) versus the untreated controls (black), where each dot represents one fish. Statistical analyses were performed with Student’s t-test (*0.01 < *p* ≤ 0.05; **0.001 < *p* ≤ 0.01; *** ≤ 0.001, ns: non-significance).

**Figure 4:**
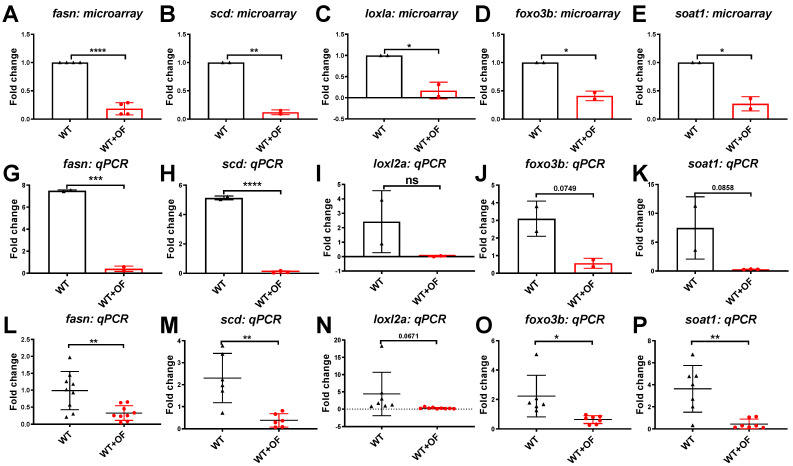
Microarray versus qPCR validation for five downregulated genes (*fasn*, *scd*, *loxl2a*, *foxo3b* and *soat1*) in OF-fed and control zebrafish. (**A**–**E**) The fold changes of OF-fed wild-type zebrafish versus the no treatment controls, where each dot represents the average of two fish. (**G**–**K**) qPCR for the same samples that were used in the microarray, where each dot represents the average of two fish. (**L**–**P**) qPCR analyses for all OF-fed fish (red) versus untreated controls (black), where each dot represents one fish. Statistical analyses were performed with student’s t-test (* 0.01 < *p* ≤ 0.05; ** 0.001 < *p* ≤ 0.01; *** 0.0001 < *p* ≤ 0.001; **** *p* ≤ 0.0001).

**Figure 5:**
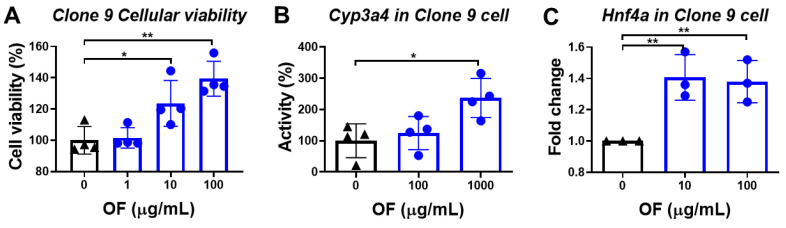
Oligo-fucoidan (OF) enhanced the viability and increased the Cyp3a4 activity in normal liver Clone 9 cells. (**A**) Oligo-fucoidan enhanced the viability of normal liver cells. The black color indicated control cells without oligo-fucoidan treatment, the blue color denoted oligo-fucoidan treatment at different concentration. The cellular viability was measured by WST-1 assay, and the cell viability (%) was compared to control cells. (**B**) Cyp3a4 activity in Clone 9 cells was increased by treatment with oligo-fucoidan. The black color indicated control cells without oligo-fucoidan treatment, while the blue color denoted oligo-fucoidan treatment at different concentrations. The Cyp3a4 activities of the oligo-fucoidan-treated cells or control cells were measured by a CYP3A4 activity assay Kit assay, and the activity (%) was compared to the average of activity of the control cells. (**C**) The mRNA expression level of Hnf4a was increased by treatment with oligo-fucoidan. The black color indicated control cells without oligo-fucoidan treatment, while the blue color denoted oligo-fucoidan treatment at different concentrations. The expression of Hnf4a was measured by qPCR, and the fold changes were compared to control cells. *0.01 < *p* ≤ 0.05; **p ≤ 0.01.

**Figure 6:**
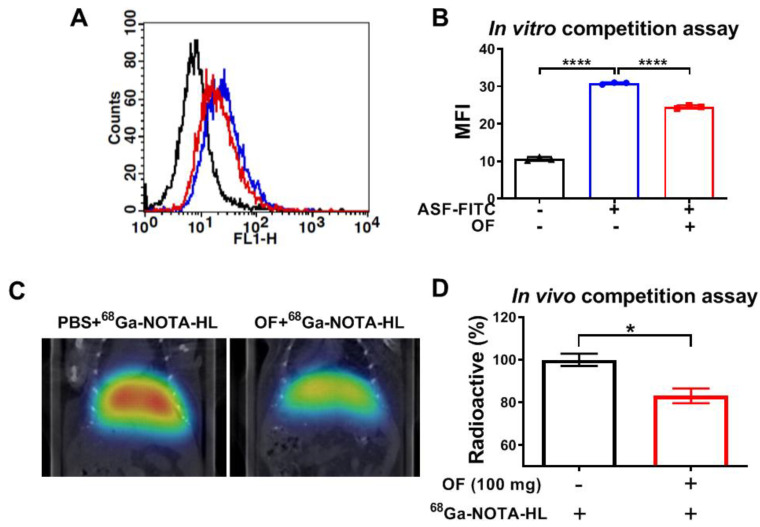
In vitro and in vivo competition assays demonstrated that oligo-fucoidan binds to C-type lectin-like receptor 2 (CLEC-2)–asialoglycoprotein receptors (ASGPR)1/2 in hepatocytes. (**A**) Flow cytometry profiles of Clone 9 cells. The black line histogram represents isotype control, the blue indicates cells stained by asialofetuin–fluorescein isothiocyanate (ASF-FITC), and the red line denotes cells treated with OF and stained by asialofetuin–FITC (ASF-FITC). (**B**) The mean fluorescence intensity (MFI) profiles of Clone 9 cells with or without OF treatment in the flow cytometry analysis. The black color represents isotype control, blue indicates cells with asialofetuin–FITC (ASF-FITC), and the red line denotes cells treated with OF and asialofetuin–FITC (ASF-FITC). (**C**) ^68^Ga-NOTA-hexavalent lactoside (HL) positron emission tomography (PET) imaging of the murine livers demonstrates the in vivo ASGPR binding image *in vivo*. Phosphate-buffered saline (PBS) and OF (100 mg) were administrated through an intravenous injection with ^68^Ga-NOTA-HL (^68^Ga-2,2’,2’’-(1,4,7-triazonane-1,4,7-triyl) triacetic acid-hexavalent lactoside) injection (*N* = 3/group) simultaneously. (**D**) The relative radioactive intensity of ^68^Ga-NOTA-HL in vivo between the PBS and OF-injected groups. The bars indicate the mean ± SD, where the black bar represents the PBS group and the red bar indicates the OF treatment group. The radioactivity (%) was compared to PBS (no fucoidan treatment) group. Statistical significance was calculated by Student’s t-test (*p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001).

**Figure 7:**
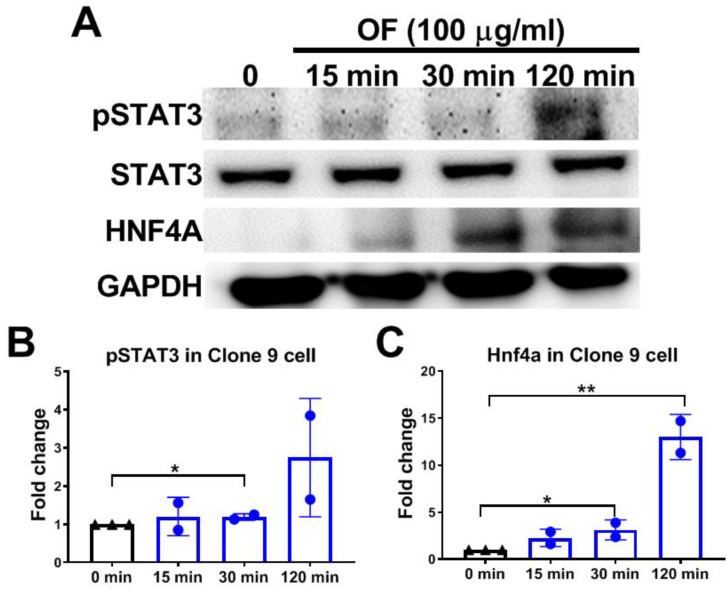
OF enhanced the phosphorylation of signal transducer and activator of transcription 3 (pSTAT3) and increased hepatocyte nuclear factor 4 alpha (Hnf4a) protein levels. (**A**) Immunoblotting of pSTAT3, STAT3, and Hnf4a of Clone 9 cells treated with oligo-fucoidan (100 µg/ml) for 0, 15, 30, and 120 min. GAPDH was used as internal control. (**B**) Statistical analysis of pSTAT3 staining in three batches of oligo-fucoidan-treated Clone 9 cells. The back color indicated no treatment control, while the blue color denoted oligo-fucoidan treatment for 15, 30, or 120 min as indicated at the X-axis. The pSTAT3 intensity was quantified from Western blotting, and the fold changes were compared to control cells (0 min group). (**C**) Statistical analysis of Hnf4a levels in three batches of oligo-fucoidan-treated Clone 9 cells. The back color indicated no treatment control, the blue color denoted oligo-fucoidan treatment for 15, 30, or 120 min, as indicated at the *X*-axis. The Hnf4a level was quantified from Western blotting, and the fold changes were compared to control cells (0 min group). Statistical significance was calculated by Student’s t-test (*p ≤ 0.05; **p ≤ 0.01).

**Figure 8:**
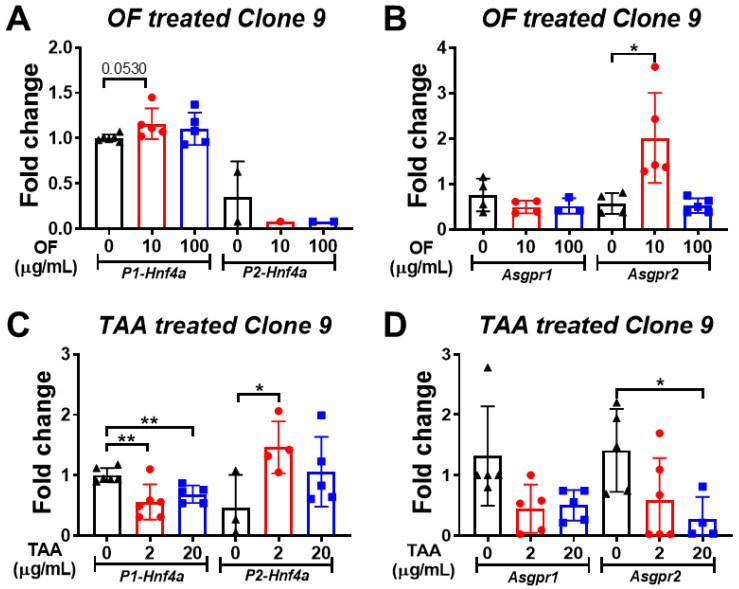
Regulations of P1-Hnf4a and Asgpr1/2 expression in normal hepatocytes by oligo-fucoidan (OF) and carcinogen (thioacetamide, TAA). (**A**) Expression profiles of the P1 and P2 isoforms of Hnf4a after being treated with different concentrations of OF in Clone 9 hepatocytes. The black color indicated control cells without oligo-fucoidan treatment, the red color denoted oligo-fucoidan at 10 µg/mL, and blue color represented the oligo-fucoidan at 100 µg/mL concentration. The expression of P1-Hnf4a or P2-Hnf4a (indicated below the bar) was measured by qPCR, and the fold changes were compared to control cells. (**B**) Gene expression profiles of ASGPR1/2 after different concentrations of OF in Clone 9 hepatocytes. The black color indicated control cells without oligo-fucoidan treatment, the red color denoted oligo-fucoidan at 10 µg/mL, and the blue color represented the oligo-fucoidan at 100 µg/mL concentration. The expression of Asgpr1 or Asgpr2 (indicated below the bar) was measured by qPCR, and the fold change was compared to control cells. (**C**) Expression profiles of the P1 and P2 isoforms of Hnf4a after being treated with different concentrations of thioacetamide (TAA) in clone 9 hepatocytes. The black color indicated control cells without oligo-fucoidan treatment, the red color denoted TAA at 2 µg/mL, and blue color represented the oligo-fucoidan at 20 µg/mL concentration. The expression of P1-Hnf4a or P2-Hnf4a (indicated below the bar) were measured by qPCR, and the fold changes were compared to control cells. (**D**) Gene expression profiles of Asgpr1/2 after different concentrations of TAA in Clone 9 hepatocytes. The black color indicated control cells without oligo-fucoidan treatment, the red color denoted TAA at 2 µg/mL, and the blue color represented the TAA at 20 µg/mL concentration. The expression of Asgpr1 or Asgpr2 (indicated below the bar) was measured by qPCR, and the fold changes were compared to control cells. Statistical significance was calculated by t-test (*p ≤ 0.05; **p ≤ 0.01).

**Figure 9:**
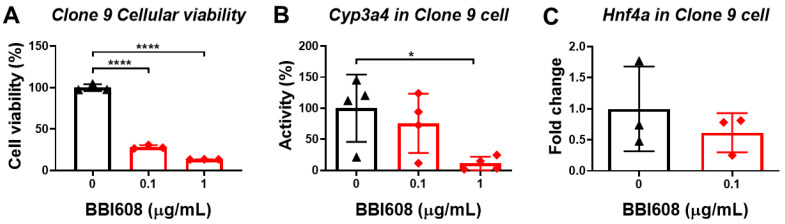
STAT3 regulated *Hnf4a* expression in Clone 9 cells. (**A**) STAT3 inhibitor (BBI608) decreased the viability of normal liver cells. The black color indicated control cells without STAT3 inhibitor treatment, the red color denoted BBI608 treatment at different concentrations. The cellular viability was measured by WST-1 assay, and the cell viability (%) was compared to control cells. (**B**) Cyp3a4 activity in Clone 9 cells was decreased by treatment with a STAT3 inhibitor (BBI608). The black color indicated control cells without STAT3 inhibitor treatment, and the red color denoted BBI608 treatment at different concentration. The Cyp3a4 activities of the STAT3 inhibitor-treated cells or control cells were measured by CYP3A4 Activity Assay Kit assay, and the activity (%) was compared to the average of activity of the control cells. (**C**) The mRNA expression level of Hnf4a was decreased by treatment with a STAT3 inhibitor (BBI608). The black color indicated control cells without STAT3 inhibitor treatment, and the red color denoted BBI608 treatment at 0.1 µg/ml. The expression of Hnf4a was measured by qPCR, and the fold changes were compared to control cells. Statistical significance was calculated by Student’s t-test (*0.01 < *p* ≤ 0.05; **0.001 < *p* ≤ 0.01; ***0.0001 < *p* ≤ 0.001; ****p ≤ 0.0001).

**Figure 10:**
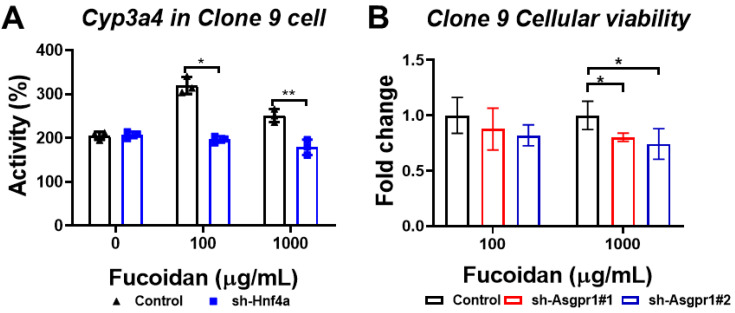
Knockdown of Hnf4a and Asgpr1 in Clone 9 cells neutralized the OF-promoting effects in both Cyp3a4 activity and the cellular viability of normal liver cells. (**A**) Knockdown of Hnf4a abolished the fucoidan-mediated enhancement of Cyp3a4 activity. The blue color indicated sh-Hnf4a transfected cells, and the black color denoted the control transfected cells. The Cyp3a4 activities of the sh-Hnf4a knockdown or control cells were measured by CYP3A4 Activity Assay Kit. (**B**) The knockdown of Asgpr1 abolished the fucoidan-mediated enhancement of cellular viability in normal liver cells. The red color indicated first short hairpin RNA (shRNA) against Asgpr1-transfected cells, and the blue color denoted the second sh-RNA against Asgpr1-transfected cells, and the black color showed the control-transfected cells. The cellular viability was determined using WST-1 assay, and the fold changes were compared to control cells. Statistical significance was calculated by Student’s t-test (*p ≤ 0.05; **p ≤ 0.01).

**Table 1:** Primer sequences.

Primer Name	sequence	Accession Number
mxf-F	CGACTGGGGAGGATGTTAAA	NM_182942.4
mxf-R	CCCCGGTACTTGACTTCGTA	
hamp-F	CAGCAGGTACAGGATGAGCA	NM_205583.2
hamp-R	AGCCTTTATTGCGACAGCAT	
irak3-F	GGCATTTCCACCAGGACTTA	XM_017355295.2
irak3-R	AGAAGCGATCCGAATCTGAA	
fasn-F	ATCTGTTCCTGTTCGATGGC	XM_682295
fasn-R scd-F scd-R loxl2a-F loxl2a-R foxo3b-F foxo3b-R soat1-F soat1-R	AGCATATCTCGGCTGACGTT ACGCTCCTCAGATACGCACT AGTCGTAGGGAAACGTGTGG CGAATTCCTGGTCACAGGTT TCGGCTGTTTAAAGGTGTCC AGAGAGCACCCCTGACAAGA CACGAGCTCTTTCCAGTTCC GCTCTCATAAGGTGGCTTCG GCCTCATCAGGTCTGCTTTC	NM_198815 XM_009305250.3 NM_131085.1 NM_001123272.1
actin-F	CTCCATCATGAAGTGCGACGT	NM_131031.1
actin-F	CAGACGGAGTATTTGCGCTCA	
P1-Hnf4α-Q-F	CATGGATATGGCCGACTACAGCGC	NM_008261.3
Hnf4α-Q-R	GCCCGAATGTCGCCATTGATCC	
P2-Hnf4α-Q-F	CAGGGGTTCCTGCAGATCACATCA	NM_001312907.1
Hnf4α-Q-R	GCCCGAATGTCGCCATTGATCC	
Asgr1-F	ATCCCAAAATTCCCAACTCC	XM_017314231.1
Asgr1-R	TTTCCAGCTTCGACTCCACT	
Asgr2-F	CCTGTTGGTGGTCATCTGTG	NM_001313925.1
Asgr2-R	GGTCTGCCTTTAGCTGTTGC

How the deposited data were processed for this re-analysis (not part of the article)

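The data are 8 arrays of zebrafish liver RNA from 2 batches, each with 2 control fish and 2 fish given OF. Conditions, batches and replicate numbers were taken from the sample labels and the methods. The labels number the fish, and number 6 stands for a control fish and an OF fish of batch 2. A fish belongs to 1 group, so replicate numbers do not mark the same animal. Same-numbered arrays correlated at r = 0.113 in batch 1 and −0.0727 in batch 2 in their deviations, so the replicates share only a number and were not paired. Replicates are separate fish. The sex of the fish is not named in the paper's text or in the labels used here.
The authors normalized the arrays in the Transcriptome Analysis Console (version 4.0.2 in the methods, no version in the submitters' processing notes) with a GC content correction and a signal space transformation, and deposited a table of log2 signals with 75212 clusters. They also deposited worksheets with 59384 clusters, which hold for each batch the average intensity and log2 average of each group, and for batch 1 the fold change as a ratio and a p-value. A combined worksheet sets the log2 change and the fold ratio of both batches side by side. The 84 control clusters were left out, and 59300 clusters were tested, 44591 of them main clusters and 14689 rescue clusters of the array design. The other 15828 clusters of the value table are in no worksheet and were not used. The averages in the worksheets matched the value table to their rounding, except for 3 clusters whose identifiers stand more than once in the batch 1 worksheet. In 918 rows the batch worksheets list different clusters, and in 59382 rows of the combined worksheet the batch 2 value is that of the same row of the batch 2 worksheet, so the combined folds pair some clusters with a neighbour. The values printed at the claims were computed from the value table and not from these worksheets.
Of the tested clusters, 24582 carry a single gene symbol in the authors' files, and 5642 were named through RefSeq accessions with a gene table of the GRCz12tu assembly. A further 1195 stand for several genes and 27881 have no name, and no gene was named from these. The genome build of the clusters' coordinates is not given in the sources used here.
Log2 signals were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), over all 8 arrays with batch as an additive term, within each batch, and with an interaction of batch and OF. Adjusted p-values are Benjamini-Hochberg values from limma over all clusters. The methods name an eBayes ANOVA with a fold change over 2 and p under 0.05, and these thresholds were used within batches. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. On simulated data with the spread of these arrays, the fit over all arrays recovered 8 of 67 clusters changed by a log2 of 1, 46 of 67 changed by 2 and 61 of 66 changed by 3 at an adjusted p under 0.05. In batch 1 alone it recovered 0 at each size, in batch 2 alone 0, 5 and 55, and for the interaction 0. At the thresholds of the methods, 534, 827, 788 and 1827 of 59100 unchanged clusters were called in the fit over all arrays, in batch 1, in batch 2 and in the interaction. The simulated noise was independent between clusters and few clusters were changed. Clusters of the real arrays move together, so these rates need not hold for them.
The 28 gene lists (14 of functions and 14 of cell type markers) were tested with limma's camera at a preset correlation of 0.01 on 24127 genes with 1 cluster each, and the p-values were adjusted over the lists. At the preset correlation 8 lists passed, and 0 passed with the correlation estimated for each list, over both batches or within either, or with the rotation test fry over both. With so few arrays the test with an estimated correlation has little power, above all within a batch. Even the estrogen-responsive list did not pass it in batch 1, where 8 of 8 genes were higher at the thresholds of the methods (median change 7.58). Not passing it therefore decides nothing. The estimate for that list was 0.993, far above the preset 0.01, which can overstate a shift. The lists, tests, thresholds and most alternatives were fixed before the data were examined. The lists were written around topics that the paper discusses. Several hold genes that it picked on these same arrays, such as *tle3b*, *mxf*, *fasn*, *scd*, *soat1*, *loxl2a*, *pck1* and *rorab*. Such members are not independent evidence for their lists. The genes named are those the paper names or shows in Fig. 1C and Fig. 2C, the 10 genes in each direction with the smallest unadjusted p among those changed over 2-fold the same way in both batches (none passed an adjusted p), up to 4 members of each list with the smallest p, and the genes of the HNF4A axis. Further members of the fatty acid, sterol, clock, cell cycle, estrogen-responsive and ovary lists were named after their values were seen. The median change and the camera direction differ in sign for the lists of immune system development and of cholangiocytes.
Alternatives were quantile and median scaling, dim clusters left out, 1 cluster per symbol, a replicate block, other eBayes settings, no batch term, other thresholds, the authors' folds, other set tests, each batch alone (for the lists also with an estimated correlation) and each array left out. Gene ontology and pathway enrichment were not repeated, and the qPCR, cell line, mouse and imaging experiments are not analysed here.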

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

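The tests of explanations below, the setting with a covariate and the tests of the interaction clusters with an array left out were chosen after the results were seen, and the other interaction tests were planned.
The changes with OF ran opposite ways in the batches, and the 8 estrogen-responsive genes moved with them, with a median change of 7.58 in batch 1 that the paper does not report. Remaining differences between arrays in the distribution of signals are argued against, since the changes still correlated at r = −0.307 after quantile normalization. The authors' normalization before these signals was not redone, so its part was not tested. An effect of OF that turned round in batch 2 stays open, since against the change in batch 1 the difference from the controls had r = −0.466 for OF replicate 2 but r = −0.0298 for OF replicate 1, and a single array excludes nothing. A candidate explanation is an uneven spread of fish with a vitellogenic liver over the groups. The difference between OF replicates 1 and 2 of batch 2, which both had OF, correlated at r = 0.47 with the change in batch 1. It is built from the differences of both OF arrays given above, so it is no separate support. The mean of the estrogen-responsive genes was 2.59 and 2.71 in the controls of batch 1 and 12.10 and 12.16 in those of batch 2. Untreated fish alone thus spanned its range. On the OF arrays of batch 1 it was 9.90 and 11.19, so a change with OF in batch 1 cannot be told apart from this state. The sex and reproductive state of the fish are not recorded in the sources used here, and a response to OF that differs between fish stays open and untested. With the mean of the estrogen-responsive genes as a covariate, 0 clusters passed an adjusted p under 0.05 in limma, so none was gained for OF. At an unadjusted p under 0.05, 4037 passed, against 2965 expected if nothing changed, over clusters that are not independent. In that setting the interferon and antiviral list was higher (adjusted p = 0.000316, against 0.12 without the covariate), with an adjusted p = 0.466 with an estimated correlation.
Ovary markers stood high on the OF arrays of batch 1, with a median change of 5.54, as did cell cycle genes, with 2.57, and neither group is discussed by the paper. Ovarian tissue or its RNA in the liver sample may account for it. Of 35 further oocyte genes, 21 were higher and 1 lower in batch 1 at the thresholds of the methods, with a median change of 2.35. Of 6 genes of gonad support cells 0 were (median 0.135). These genes were listed after their values were seen on the same arrays, so they describe the pattern and are no separate support. The brightest ovary markers were *zp3a.2*, an egg envelope gene, at 10.49 and 8.59 on the OF arrays of batch 1, *ca15b* at 10.03 and 7.25 and *h1m* at 10.02 and 7.31, against 1.59 to 2.16 in its controls and 3.55 to 6.60 in the controls of batch 2. In the batch 1 controls 0 of the 17 markers had a mean above 5, and 1 of the 17 is also in the cell cycle list. A rise with OF as large in batch 2 as in batch 1 was not seen. The list mean changed by 5.03 (standard error 1.03) in batch 1 and by −0.52 (standard error 1.32) in batch 2. The difference was −5.56 (standard error 1.68, 95% interval −10.22 to −0.90). That interval assumes an equal spread in groups of 2 arrays, whereas in batch 1 the controls lay at 1.88 and 1.92 and the OF arrays at 7.96 and 5.90. The rise in batch 1 was also picked for its size, so an equal rise in batch 2 is not excluded. A smaller rise with OF, or one in some fish only, stays open: the median change in batch 2 was −0.483, but the standard error there is too wide to exclude a rise of 1. Array by array, the ovary markers followed the estrogen-responsive genes. The ovary mean was 1.92 on OF replicate 2 of batch 2, which like the batch 1 controls was low in those genes. It was 3.02 and 4.23 in the untreated controls of batch 2 and 4.28 on OF replicate 1 of batch 2. The rise in batch 1 therefore cannot be told apart from the vitellogenic state.
Clock genes stood apart on OF replicate 1 of each batch. An effect of OF itself on the clock stays open. The differences of OF replicate 2 from the controls correlated at r = −0.456 between the batches over the 35 clock genes and at r = −0.415 over all clusters, so the clock genes followed the correlation over all clusters there, with 1 fish per batch. Those of OF replicate 1 correlated at r = 0.69, against −0.0517 over all clusters and with 0 of 1000 random sets of 35 genes as high. Another time of day or light phase at sampling of these fish would give this, and so would an effect of OF in them. The pattern was first seen on these same arrays, so the value does not decide between them. The random sets were drawn from all genes and do not keep the shared regulation of clock genes. They therefore do not measure how often clock genes match this closely between fish. Among deviations from the other arrays of a batch, pairs with a control array also reached 0.646 and 0.656, against 0.75 for OF replicate 1. Each deviation is taken from the other arrays, so a single far array moves the rest the opposite way. The pair at 0.656 also had r = 0.487 over all clusters. These values therefore do not show whether the phase differs between control fish. No sampling times are recorded in the sources used here.
Of 84 groups of 4 arrays tested for a single far array, 3 stood out, and chance gives about 1 in 20. The macrophage and Kupffer cell markers were at 5.41 on OF replicate 2 of batch 2, against 4.61 to 4.70 on the other OF arrays. *irak3* was at 3.06 on OF replicate 1 of batch 1, against 4.98 to 5.23. *hamp* was at 9.37 on OF replicate 2 of batch 2, against 3.84 to 4.23.
The change with OF differed between the batches for LOC103910896 (adjusted p = 0.00532) and for the unnamed clusters 13282004 and 13284116 (adjusted p = 0.00371 for each), which hold identical values. The first did not pass without batch 1 control replicate 1 or 2 (adjusted p = 0.0714 and 0.0543) or batch 2 control replicate 1 or 2 (adjusted p = 0.0702 and 0.0803), and the pair did not without batch 1 control replicate 2 (adjusted p = 0.054). The change also differed for 18 of the 28 gene lists with camera, and for 0 with an estimated correlation (lowest adjusted p = 0.441). The adjusted p was 4.9e-12 for sterol biosynthesis, 1.59e-11 for ovary markers, 2.34e-08 for HNF4A-regulated genes, 3.3e-08 for the cell cycle, 4.91e-07 for PPAR signaling and fatty acid oxidation, 6.76e-07 for fasting and gluconeogenesis, 5.19e-06 for estrogen-responsive genes, 7.15e-06 for erythrocyte markers and 4.27e-05 for interferon and antiviral defence. It was 0.000723 for immune system development and for hepatocyte markers, 0.00146 for heat shock chaperones, 0.0036 for fibrosis, 0.00752 for exocrine pancreas markers, 0.0112 for endothelial markers, 0.0168 for stellate cell markers, 0.0243 for T and NK cell markers and 0.031 for the HNF4A, ASGPR and JAK/STAT axis.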

How the results depend on the processing

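The settings with main clusters only, with the authors' combined folds, with an estimated correlation in each batch alone or with an array left out, and with the estrogen-responsive mean as a covariate were chosen after the data were seen. Values below are higher and lower with OF, where the fit as reported gave 0 and 0 clusters over both batches, 1933 and 2055 in batch 1, 1514 and 1852 in batch 2, 26 and 14 shared, 486 opposite, 3 with an interaction, and 3 and 5 lists, with r = −0.321 between the batches. Over both batches, 320 and 281 clusters passed the thresholds of the methods, and 0 an adjusted p in every other setting (2232 at an unadjusted p in limma with the replicate block, 916 without the batch term). At an adjusted p the counts were 0 and 0 in batch 1, 4 and 2 in batch 2 and 0 shared or opposite. With the fold alone they were 3459 and 3085, 2527 in batch 2 (higher), 119 and 107 shared and 1467 opposite. With the authors' combined folds they were 3481 and 3105, 2553, 124 and 107, and 1462, and with the authors' folds and their p-value in batch 1, 2503 in batch 2 (higher), 91 and 76 shared and 1091 opposite. With 1 cluster per symbol, where fewer clusters are tested, they were 1223 and 1094, 791 and 1186, 7 shared lower, 317 opposite and 1 with an interaction. Quantile normalization gave 24 shared lower and dim clusters left out gave 5 with an interaction. The replicate block gave 31 shared lower, 787 opposite and 0 with an interaction, but the replicates share only a number. Leaving out 1 array gave 1110 to 4443 and 1879 to 3027 clusters in batch 1, 1401 to 3500 and 2060 to 2390 in batch 2, 18 to 84 and 10 to 92 shared, 293 to 1174 opposite, 1 to 702 with an interaction, 2 to 7 and 4 to 11 lists, and r = −0.466 to −0.0298. The lone array is then assumed to vary like the other groups. Batch 1 alone had 14 lower lists and batch 2 alone 6 and 3, and 0 and 0 passed with an estimated correlation (also in each batch alone or with the covariate) or fry. Leaving out 1 array added 20 calls in 13 lists, and with an estimated correlation 0 of 224 such list tests passed (lowest adjusted p = 0.206). The test with an estimated correlation has little power on so few arrays. The direction turned in batch 1 alone for interferon (adjusted p = 0.0194) and immune development (adjusted p = 0.0166), and in batch 2 alone for PPAR signaling (adjusted p = 0.108), sterol biosynthesis (adjusted p = 4.56e-09), HNF4A-regulated genes (adjusted p = 0.000549), estrogen-responsive genes (adjusted p = 0.0118), fasting (adjusted p = 0.131), cell cycle (adjusted p = 0.427), erythrocytes (adjusted p = 0.00864) and ovary (adjusted p = 0.159). With an estimated correlation in batch 2 alone it turned for PPAR signaling, fasting and ovary (adjusted p = 0.773) and cell cycle (adjusted p = 0.85). Lists that pass in neither setting were not counted as turned. The fatty acid, PPAR, cell cycle and ovary lists passed with each array left out in turn. For the change with OF over both batches, none of the 294 named genes passed an adjusted p in a setting run over all clusters (lowest adjusted p = 0.466). The other clusters of *atp8a1* and *cicb* had the opposite sign. The causes were not tested. The batch worksheets hold averages, so signals per array from them were not run. Signals near the array floor limit the change that dim genes can show.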

Differences from the paper's values

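The setting with the authors' combined folds was chosen after the values were seen. The paper reports 124 genes higher with OF in both batches, against 26 clusters here at its stated thresholds. Of the alternatives set before the data were examined, the fold threshold alone (119), the authors' folds with their p-value in batch 1 (91) and the fit without batch 2 OF replicate 2 (84) came within 1.5 times of the paper's value, and the others did not. The paper reports 114 genes lower in both batches, against 14 clusters here. The fold threshold alone (107), the authors' folds with their p-value in batch 1 (76) and the fit without batch 2 OF replicate 2 (92) came within 1.5 times, and the others did not. With a fold of at least 2 and no p-value, the combined worksheet deposited by the authors gave 124 clusters higher in both batches and 107 lower, a setting chosen after seeing the values, and its counts of 3481 and 2553 higher clusters per batch match the numbers in Fig. 1A. Of those 124 and 107, 94 and 81 had a p-value under 0.05 in batch 1 in the authors' deposited table. At a fold over 2 alone, 2 of the 27 genes the paper shows as higher and 5 of the 28 it shows as lower had no cluster among the shared ones, and by the brightest cluster 5 and 6 were not shared.
The paper shows in Fig. 1C and Fig. 2C selected genes changed by OF on the array, whereas 5 of 27 and 1 of 28 passed its thresholds in both batches here, and 15 and 17 over all arrays before adjustment. All 27 and 25 of 28 had the paper's direction in both batches. *oat* went the other way, with a change of 0.58 at signals of 1.37 to 2.37, near the array floor, *ghrb* had −1.01 in batch 1 and 0.22 in batch 2, and *cicb* −0.26 and 1.21, but −1.05 over both in its other cluster. The paper calls the 8 genes taken to qPCR changed on the arrays, and here none passed the array thresholds in both batches or an adjusted p. The legends of Fig. 3 and Fig. 4 name a Student's t-test without its form for the arrays. Set here as 2 batch folds against a control without spread, a t-test called 7 of the 8, all but *hamp*. That form was chosen here and leaves out the spread between fish. The paper also shows qPCR of single fish, which is not analysed here. The paper states that steroid biosynthesis was enriched among the lower genes, an enrichment that was not repeated here. The list of 25 sterol genes is another measure, which does not test that enrichment. With camera it was higher in batch 1 (adjusted p = 1.39e-11) and lower in batch 2 (adjusted p = 4.56e-09), with an adjusted p = 0.438 and 0.773 with an estimated correlation. At the thresholds of the methods 0 of its genes were lower in both batches. The paper expands *scd* as salicylate decarboxylase, whereas the authors' deposited annotation describes it as a stearoyl-CoA desaturase. The paper proposes HNF4A as the driving force of its axis from a pathway analysis of the array. In cultured rat cells it reports more RNA of the P1 isoform and more Hnf4a protein with OF, beside inhibitor and knockdown experiments. On the zebrafish arrays *hnf4a* RNA, not split by promoter, had a change of −0.94 (adjusted p = 0.955 in limma), with a lower mean in both batches. RNA of whole fish liver is another measure and does not test the result in those cells.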

Other observations

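The tests of other splits of the arrays for single clusters, for the correlation and for the balanced splits were chosen after the result was seen, and those for the gene lists and the shared clusters before.
Some clusters of batch 2 changed as if a transcript were present in 1 group and absent in the other. LOC100330866, annotated as similar to a golgin, was at 2.40 and 2.51 in the controls of batch 2 and at 9.00 and 9.02 with OF, but at 8.20 to 9.61 on all 4 arrays of batch 1. The unnamed clusters 13283206 and 13284362, with identical values, were at 2.00 and 1.98 in the controls of batch 2 and 7.77 and 7.63 with OF, and in batch 1 at 1.80 and 6.81 in controls and 5.78 and 1.87 with OF. In batch 2 these were among 6 clusters past an adjusted p, which hold 4 distinct signals, and all were chosen after their values were seen.
Of 5 marker lists of other tissues, those of the ovary (adjusted p = 1.97e-07) and the exocrine pancreas (adjusted p = 2.41e-05) passed over both batches, each with an adjusted p = 0.647 with an estimated correlation. The pancreas list had an adjusted p = 0.0626 without batch 1 control replicate 2. Markers of the intestine (adjusted p = 0.955), testis (adjusted p = 0.935) and skeletal muscle (adjusted p = 0.444) did not pass. Of the exocrine pancreas genes, *cel.2*, a lipase gene, changed by −3.79 in batch 1 and −0.87 in batch 2 and *cpb1*, a carboxypeptidase gene, by −2.94 and −0.65.
At an adjusted p the real split of the 8 arrays into groups of 4 gave 0 clusters over both batches in limma, so all 35 splits reach it by construction and this count says nothing about chance. The highest other was 16593, in the split that follows the batches, which was fitted without the batch term and so tests batch itself. Chance could not be excluded for the clusters at an unadjusted p or for the lists. At an unadjusted p, 15 of the 35 splits gave at least the 2662 of the real split. The highest count, 23934, was that of the batch split, and without the batch term it measures the difference between the batches. For the gene lists 24 of the 35 splits gave at least the 8 lists of the real split, with up to 21. Among the 18 of these splits that put 2 arrays of each batch in each group, too few for a share under 0.05, the highest other was 7653 clusters at an unadjusted p and 18 lists, and with the real one included 6 and 13 gave at least as many as the real split. Within the batches there are 18 splits, too few for a share under 0.05. The real split gave 40 shared clusters, and 6 of the 18 with the real one included gave as many, with up to 486. A correlation as far from 0 as −0.321 came from 4 of the 18 with the real one included, with up to 0.431.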
